# Pre-implantation alcohol exposure induces lasting sex-specific DNA methylation programming errors in the developing forebrain

**DOI:** 10.1186/s13148-021-01151-0

**Published:** 2021-08-23

**Authors:** L. M. Legault, K. Doiron, M. Breton-Larrivée, A. Langford-Avelar, A. Lemieux, M. Caron, L. A. Jerome-Majewska, D. Sinnett, S. McGraw

**Keywords:** Prenatal exposure, Fetal alcohol spectrum disorder, DNA methylation, Early embryonic development, Epigenetic reprogramming, Imprinting

## Abstract

**Background:**

Prenatal alcohol exposure is recognized for altering DNA methylation profiles of brain cells during development, and to be part of the molecular basis underpinning Fetal Alcohol Spectrum Disorder (FASD) etiology.  However, we have negligible information on the effects of alcohol exposure during pre-implantation, the early embryonic window marked with dynamic DNA methylation reprogramming, and on how this may rewire the brain developmental program.

**Results:**

Using a pre-clinical in vivo mouse model, we show that a binge-like alcohol exposure during pre-implantation at the 8-cell stage leads to surge in morphological brain defects and adverse developmental outcomes during fetal life. Genome-wide DNA methylation analyses of fetal forebrains uncovered sex-specific alterations, including partial loss of DNA methylation maintenance at imprinting control regions, and abnormal de novo DNA methylation profiles in various biological pathways (e.g., neural/brain development).

**Conclusion:**

These findings support that alcohol-induced DNA methylation programming deviations during pre-implantation could contribute to the manifestation of neurodevelopmental phenotypes associated with FASD.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13148-021-01151-0.

## Introduction

Fetal Alcohol Spectrum Disorder (FASD) encompasses the range of lifelong cognitive and physical disabilities observed in children born to mothers who consumed alcohol during pregnancy [1–4]. Each year, 600,000–1 million children are born with FASD worldwide [5, 6]. The most severe and physically visible form of the condition is known as Fetal Alcohol Syndrome (FAS), in ~ 10% of FASD cases, and associated with the full presentation of dysmorphic features including craniofacial malformations, growth deficits and structural brain pathologies. Depending on the amount, pattern and developmental period of prenatal alcohol exposure, children may not present with dysmorphic features, but still suffer from mild to severe FASD-related neurological disabilities, such as learning deficits and intellectual delays [1, 2]. With the marked increase in rates of alcohol use and binge drinking behavior [7] among 18–34 year old women [8–14], added to the high number of unintended pregnancies worldwide (~ 40%; 85 million/year [15]), many women may inadvertently subject their developing embryos to acute levels of alcohol in the first weeks of pregnancy. Although most studies state that alcohol consumption at all stages of pregnancy can cause FASD, pre-implantation is arguably the stage that is most prone to unintentional prenatal alcohol exposure since the human chorionic gonadotrophin (hCG) hormone, the main biomarker for pregnancy, is not yet detectable as it is only produced following implantation. Still, there is ample misinformation in the literature regarding the effects of alcohol exposure, and many other teratogen exposures, on pre-implantation embryos, and how this leads to an “*all-or-nothing*” developmental outcome.

An increasing body of evidence indicates that alcohol exposure during fetal brain development triggers lasting epigenetic alterations, including DNA methylation, in offspring long after the initial insult, supporting the role of epigenetics in FASD phenotypes [16–19]. However, we remain unaware of how ethanol affects the early developmental window marked with dynamic changes in DNA methylation, and how interfering with this fundamental process may program future FASD-related neurological disabilities. During pre-implantation development, the period between oocyte fertilization and embryo implantation in the uterus, the epigenome undergoes a broad reprogramming that initiates the developmental program [20–26]. We and others have shown that this essential reprogramming wave removes most DNA methylation signatures across the genome, except specific sequences that include imprinting control regions (ICRs), to trigger the embryonic developmental program [20, 27–29]. DNA methylation marks are then reacquired in a sex-, cell- and tissue-specific manner during the peri-implantation period, and marks continue to be modulated during lineage specification [30–33]. Studies show that pre-implantation embryos can have sex-specific epigenetic responses to similar environmental challenges, leading to long-term sexual dimorphism in developmental programming trajectories [34–37].

One of the first indications of the direct link between ethanol exposure and aberrations in DNA methylation came from a mouse study showing that mid-gestation exposure at E9–E11 reduced global DNA methylation levels in E11 fetuses [17]. This evidence gave rise to different FASD models using various levels of short or prolonged alcohol exposures at different stages of gestation. Ethanol exposure can either induce DNA methyltransferases (DNMTs) activity, through reactive oxygen species-dependent mechanisms [38, 39], or inhibit DNMTs activity, via direct action on DNMTs or on one-carbon metabolism that provides methyl groups [17, 40], which supports why both gain and loss of DNA methylation marks can be observed in FASD models. High levels of ethanol exposure on two consecutive days (E1.5, E2.5) altered DNA methylation of imprinted gene *H19,* a negative regulator of growth and proliferation, in the placenta at E10.5, yet this region showed no alteration in the embryo [41]. Nonetheless, data remain very scarce on how alcohol exposure during the early stages of embryo development directly affects epigenetic reprogramming and permanently alters genome-wide DNA methylation.

In this study, we used a pre-clinical mouse model of prenatal alcohol exposure to specifically target pre-implantation embryos that are undergoing their epigenetic reprogramming wave. We show that this exposure leads to a surge in morphological brain defects during fetal life, and that exposed embryos with no visible abnormalities or developmental delays present lasting DNA methylation alterations in forebrain tissues, including sex-specific disparities in DNA methylation dysregulation.

## Results

### Modeling early pre-implantation alcohol exposure increases phenotypic alterations in developing embryos

To define the developmental and epigenetic (i.e., DNA methylation) impact of a binge alcohol exposure episode on early embryos undergoing the epigenetic reprogramming wave, we first established a pre-clinical mouse model to specifically expose pre-implantation embryos (E2.5) to short, but elevated alcohol levels. To avoid possible confounding effects of gavage-associated stress, we used a well-recognized two-injection paradigm [42–45]. Pregnant mice (C57BL/6) were subcutaneously injected at E2.5 (8-cell embryos) with two doses of 2.5 g/kg ethanol (EtOH-exposed), or 0.15 M saline (control), at 2 h intervals (Fig. 1a). Pregnant females reached a peak blood alcohol concentration (BAC) of 284.27 mg/dL (3 h) with an average of 158.31 mg/dL over a 4 h window (Fig. 1b). In contrast with other chronic prenatal alcohol exposure models [46–49], this short but acute level of ethanol exposure on pre-implantation embryos did not affect average mid-gestational (E10.5) litter size (Ctrl; *n* = 8.13 ± 2.58 vs EtOH-exposed; *n* = 7.91 ± 2.86; Fig. 1c), or sex distribution (Ctrl and EtOH-exposed; 49% female vs 51% males; Fig. 1d). Similarly, early pre-implantation embryos subjected to binge-like alcohol levels did not show differences in mean morphological measurements at E10.5, however, we observed a significant increase in embryo-to-embryo variability for crown to rump length (*p* < 0.0001), head height (*p* < 0.01), occipital to nose diameter (*p* < 0.001) and brain sagittal length (*p* < 0.05) for EtOH-exposed embryos compared to controls (Fig. 1e). The greater intra-subject variability observed suggests that binge alcohol exposure levels during pre-implantation can alter the normal developmental programming of early embryos, thus causing abnormal morphological outcomes.

**Fig. 1:**
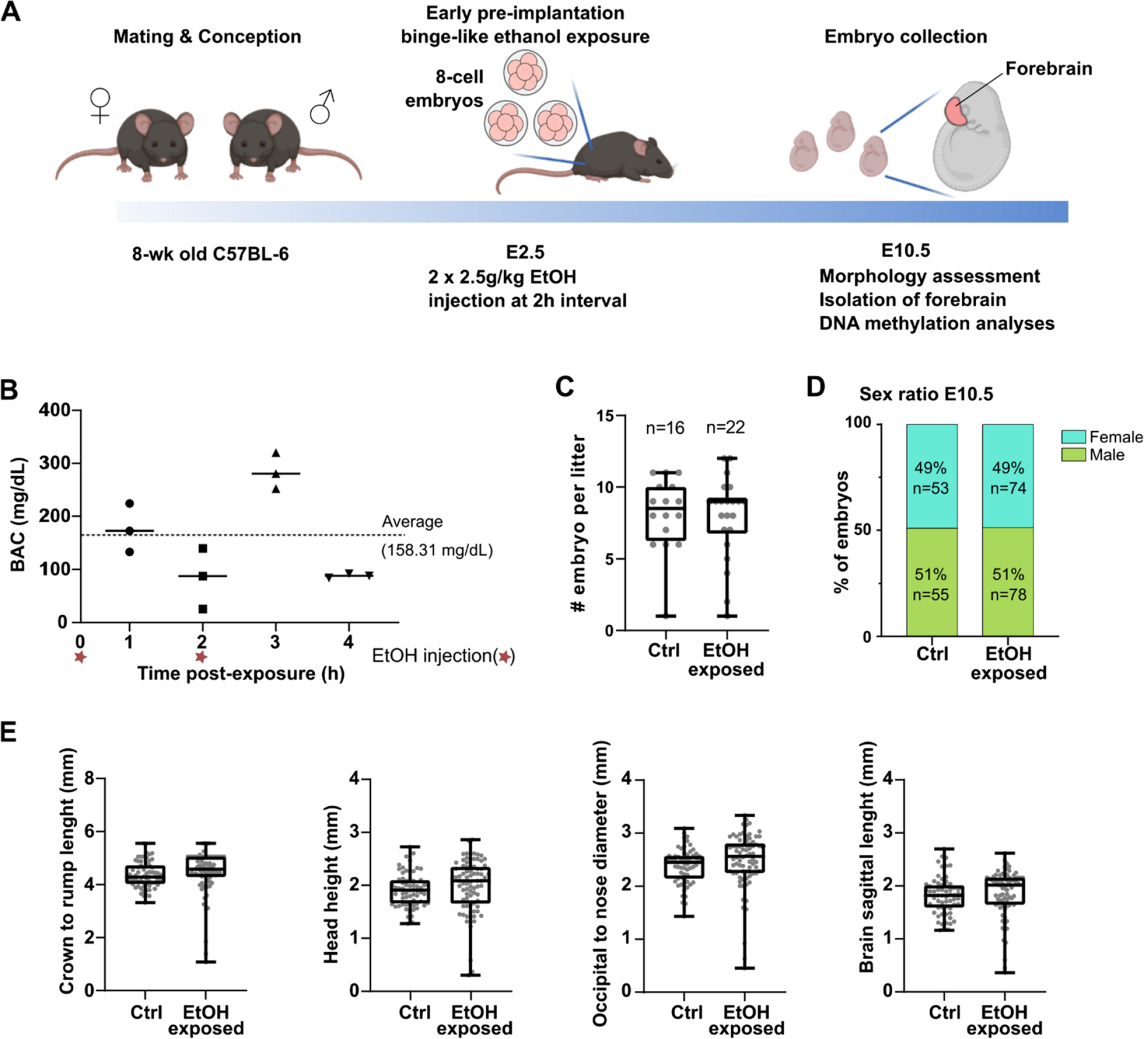
Early pre-implantation alcohol exposure affects mouse embryonic development at mid-gestation. **a** Schematic description of binge alcohol exposure model during pre-implantation embryo development, and analyses performed at mid-gestation. Pregnant females were exposed to EtOH (2 × 2.5 g/kg EtOH) or Saline (Ctrl) (equivalent volume to ethanol) by subcutaneous injections (2 h interval) to precisely target E2.5 stage embryos (~ 8-cell stage). E10.5 embryos were collected for morphological assessment; forebrains were isolated for genome-wide DNA methylation analyses. **b** Quantification of blood alcohol concentration in pregnant females following EtOH exposure at E2.5. Red stars indicate the two EtOH injection time points. Peak level (284 mg/dL) was observed at 3 h post-exposure, with an average of 158.31 mg/dL over 4 h. **c** Number of E10.5 embryos per litter in Ctrl (*n* = 16 litters; average 8.13 embryos/litter) and EtOH-exposed (*n* = 22 litters; average 7.91 embryos/litter). **d** Male and female embryo sex ratios of litters presented in **c**), with number of embryos shown in bar graph. **e** Embryonic (E10.5) measurements: crown-rump length, head height, occipital-nose length and brain sagittal length. Control embryos: (*n* = 63, 8 litters), ethanol-exposed embryos (*n* = 76, 11 litters). No significant difference of the means; *t* test with Welch’s correction, but higher variance in EtOH-exposed; *F*-test

To define how a binge alcohol exposure episode during early pre-implantation can affect fetal development, we next investigated the morphological outcome of E10.5 embryos (control embryos: *n* = 108 from 16 litters, EtOH-exposed: *n* = 152 from 22 litters). As observed in Fig. 2a, early pre-implantation EtOH exposure leads to a significant increase in morphological defects or delayed development of mid-gestation embryos (19% vs 2%, *p* < 0.0001). Types of defects observed in EtOH-exposed embryos included brain anomalies (e.g., forebrain or midbrain malformations) (10%), growth restriction or delayed development (5%), heart defects (2%), and other abnormal features (2%) (Fig. 2b, c). There was no sex-specific phenotypic divergence between EtOH-exposed male and female embryos for morphological defects (18% vs 20%, Additional file 1: Fig. S1) or defect categories (Additional file 1: Fig. S1). Compared to controls, we observed that binge alcohol exposure during pre-implantation leads to a larger proportion of E10.5 embryos with phenotypic alterations (29/152 vs 2/108, *p* < 0.0001), and that embryos with phenotypic alterations are distributed across most ethanol-exposed litters (16/22 vs 2/16, *p* < 0.001) (Fig. 2D) and not restricted to a small number of litters. Taken together, these results show that a binge alcohol exposure episode on pre-implantation embryos undergoing the epigenetic reprogramming wave does not interfere with normal processes of implantation but leads to heterogeneity in morphological presentation during fetal life that mirrors the spectrum of clinical features associated to FASD.

**Fig. 2:**
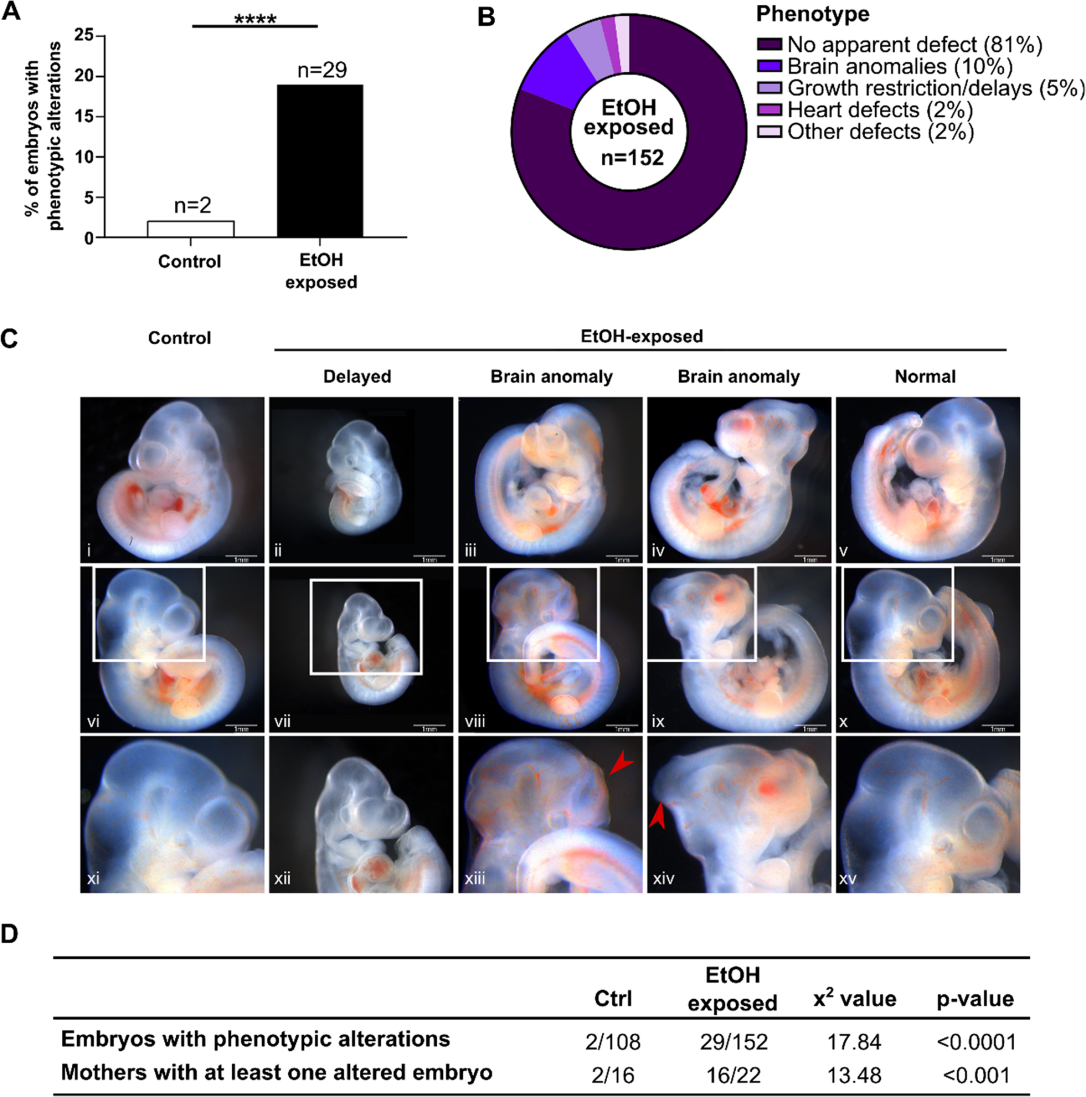
Increased phenotypic alterations in developing embryos following early pre-implantation alcohol exposure. **a** Percentage of E10.5 embryos with phenotypic alterations (Ctrl: 2%; *n* = 2/108, EtOH-exposed: 19%; *n* = 29/152, ****p < 0.0001; chi-square test). **b** Classification and proportion of phenotypic alterations observed in EtOH-exposed embryos. **c** Examples of primary phenotypic alterations observed in EtOH-exposed embryos. Views from both side of the embryo and zoom on the head for control (i, vi, xi) and EtOH-exposed embryos with severe developmental delays (ii, vii, xii), brain malformations (iii, viii, xiii, iv, ix, xiv) and no apparent defects (v, x, xv). **d** Number of embryos with alterations and number of litters with at least one affected embryo. ***p < 0.001; chi-square test

### Pre-implantation alcohol exposure causes alterations in forebrain DNA methylation profiles

To assess whether alcohol exposure during the embryonic epigenetic reprogramming wave dysregulates the normal programming of brain DNA methylation patterns during fetal development, we established genome-wide DNA methylation profiles using rRRBS on E10.5 mouse forebrains. 

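The rRRBS libraries came from 6 control and 16 EtOH-exposed forebrains, with 1 embryo per library. Pregnant females had received 2 subcutaneous injections of saline or of ethanol at 2.5 g/kg, given 2 h apart at E2.5, and the forebrains were collected at E10.5. In this assay, genomic DNA is digested with MspI, which cuts at CCGG sites, adapters are attached to the fragments, unmethylated cytosines are converted with bisulfite, and the fragments are sequenced from both ends. The authors trimmed and aligned the reads and deposited, for each cytosine of a CpG, the read counts covering it and the percent of these reads that were methylated. All 5079211 positions with a value lay at a CpG of the GRCm38 reference, and no minimum of coverage had been applied. Summed over positions, the files held 68126469 to 132488556 calls per control sample, with a median of 97588270, and 89179413 to 216223892 calls per EtOH-exposed sample, with a median of 130854074. The median coverage of a position was 13 to 26 reads in the control samples and 12 to 28 reads in the EtOH-exposed samples. The paper's Table S1 gives 20.4 to 27.8 M raw reads for the control samples and 19.9 to 41.5 M for the EtOH-exposed samples, and the values reported here rest on the deposited calls. The number of methylated reads at a position was taken as coverage multiplied by the methylated percent, rounded to whole reads; at 0.103 to 0.492% of the positions of a sample the product was further from a whole number than the rounding of the percent allowed. With both strands of a CpG added up, 719333 to 1499858 CpGs per control sample and 723795 to 1634293 per EtOH-exposed sample were covered by at least 10 reads. Samples were not assigned to litters or sexes, so neither entered a comparison.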

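The libraries also differed in ways that the exposure does not name. Over the 39440 tiles with a median methylation level under 1%, which measure unconverted cytosines among other things, the level ran from 0.260% to 2.54% of reads. Ordered by this level, the samples fell into 5 groups, with a new group opened wherever the next sample was more than 1.2 times higher. Only 1 group held both conditions, namely control samples 1 and 2 with EtOH-exposed sample 8. The others were EtOH-exposed samples 1, 2, 3, 9, 12 and 14, control samples 3 to 6, EtOH-exposed samples 7, 10, 11, 13, 15 and 16, and EtOH-exposed samples 4, 5 and 6, so the library group and the exposure cannot be told apart in these. With a limit of 1.3, chosen later, all 6 control samples and EtOH-exposed samples 7, 8, 10, 11, 13, 15 and 16 formed 1 group. The coverage of methylated fragments differed as well. Over 6416 MspI fragments of 40 to 300 bp with at least 5 reads at each end in all 22 samples, the log2 coverage of each sample against the mean of the other controls was fitted to fragment length, GC content, number of CpGs and control methylation. From an unmethylated to a fully methylated fragment, it changed by −0.24 to 0.38 in the control samples and by −2.89 to 0.11 in the EtOH-exposed samples, with SDs of 0.22 (n = 6) and 0.98 (n = 16; exact two-sided permutation test of the group means, p = 0.0197). In 13 of the 16 EtOH-exposed samples it was lower than in every control. This measure was chosen after the methylation values had been seen.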

To mirror the 90% of children with FASD that show no dysmorphic features but still suffer from mild to severe neurological disabilities (e.g., learning deficits, intellectual delays), we randomly selected 6 controls (3 males; 3 females) and 16 ethanol-exposed embryos (8 males; 8 females) of similar size (i.e., embryo size, head height, occipital to nose diameter, brain sagittal length) with no visible morphological defects (Additional file 1: Fig. S2). Histological analysis revealed that EtOH-exposed embryos with no visible morphological defects or developmental delays had a general layout and distribution of brain cells that were comparable to controls (Additional file 1: Fig. S3A-B), whereas EtOH-exposed embryo with delayed development were distinctly different (Additional file 1: Fig. S3C). Furthermore, using markers for proliferation (Ki67 antigen) and apoptosis (cleaved Caspase-3), we confirmed that the early ethanol exposure did not promote an imbalance in cell proliferative response (Additional file 1: Fig. S4) or cell death (Additional file 1: Fig. S5) across brain regions of embryos with no apparent morphological defects. By removing embryos with abnormalities, developmental delays, or gross brain structure aberration, we further reduced potential DNA methylation variability that could be due to divergent forebrain cell type proportions between samples.

The first set of analyses was designed to define whether early pre-implantation alcohol exposure caused lasting DNA methylation alterations in developing E10.5 embryonic forebrains despite the absence of phenotypic presentation. To do so, we compared the average DNA methylation levels in 100 bp non-overlapping genomic windows (*tiles*; see "Methods" section) between controls and EtOH-exposed samples. 

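In each sample, CpGs on chromosomes 1 to 19 were kept on each strand that at least 10 reads covered. Their methylated and total read counts were summed over each tile that held at least 2 such CpGs. A read that covered several CpGs of a tile was thus counted once per CpG, and the reads per tile given here are such counts. A tile was analysed when at least 5 samples per condition had a value. The methods give the methylation level as the average over the CpGs and samples of a condition without naming a weight. Here, it was weighted by coverage, which is the default of MethylKit. Each tile was tested with a likelihood-ratio test of the exposure in a logistic model of methylated and unmethylated reads, and p values were adjusted by the Benjamini–Hochberg procedure over all analysed tiles. A DMR had q under 0.01 and an absolute difference of at least 10 percentage points. This model counts all these calls as independent, including those of 1 read, and estimates no spread between embryos. Another pair of tests that do estimate this spread was therefore run on the same tiles. The first was an F test with overdispersion estimated for each tile, and the other was limma on the log2 ratio of methylated to unmethylated reads, with 0.5 added to both. For a measure with 1 value per embryo, the group means were compared with an exact two-sided permutation test over all 74613 splits of the 22 samples into 6 and 16. PCR copies of a molecule cannot be told from separate molecules in these reads, so the 95% intervals, which are Wilson intervals, cover counting error only. Intervals of tile levels also treat the calls of 1 read as independent and may be too narrow.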

After removal of sex chromosomes, we identified 114 911 unique sequenced tiles containing 794 803 common CpGs across samples (min. 5 samples/condition, ≥ 10 × sequencing depth). 

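On the autosomes, 114689 tiles met these criteria, with the 10 reads required on a strand. They contained 535177 CpGs with at least 10 reads on a strand in at least 5 samples per condition. All 22 samples had a value in 38079 of the tiles. The number of tiles with a value ran from 78891 to 114568 per control sample and from 95247 to 113099 per EtOH-exposed sample. The median number of reads per tile was 156 to 540 in the control samples and 261 to 747 in the EtOH-exposed samples, with means of 372.5 ± 142 (SD, n = 6) and 514 ± 123 (SD, n = 16; exact two-sided permutation test, p = 0.0322). Of the alternatives, requiring all 22 samples changed the number of tiles most, and with 3 samples per condition 187833 tiles were analysed.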

When tiles were classified according to their DNA methylation levels, we observed significant changes in the distribution of categories, including tiles ranging between 90 and 100% methylation for which we observed a decrease in EtOH-exposed forebrains compared to controls (26% vs 24%, *p* < 0.0001 (Fig. 3a). 

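By the coverage-weighted level of each group, 26.4% of the tiles in control forebrains and 24.2% in EtOH-exposed forebrains lay at 90 to 100% methylation. Taken per embryo, the share of such tiles was 25.0% ± 1.59 (SD, n = 6) in control samples and 21.0% ± 5.04 (SD, n = 16) in EtOH-exposed samples, a difference of −3.99 percentage points (exact two-sided permutation test, p = 0.0739, adjusted over the 10 categories 0.146). Of the 16 EtOH-exposed samples, 9 lay below the lowest control and 2 above the highest. The smallest raw p of the 10 categories belonged to tiles at 20 to 30%, with a share of 0.97% ± 0.04 (SD, n = 6) in control samples and 1.16% ± 0.24 (SD, n = 16) in EtOH-exposed samples (exact two-sided permutation test, p = 0.0482, adjusted 0.146). At 90 to 100%, the coverage coefficient of methylated fragments as a covariate moved the difference most among the alternatives. This covariate was chosen after the values had been seen and gave 0.86 percentage points (two-sided permutation test, p = 0.347). Over the tiles measured in all 22 samples the difference at 90 to 100% was −1.43 (exact permutation test, p = 0.104). With 3 samples per condition it was −5.21 (p = 0.0441).
Over all tiles measured in every sample, the mean methylation level was 22.4% ± 0.40 (SD, n = 6) in control samples and 21.7% ± 0.64 (SD, n = 16) in EtOH-exposed samples, a difference of −0.63 percentage points (exact two-sided permutation test, p = 0.0339). At the 2614 of these tiles with 20 to 80% methylation in controls, the means were 56.0% ± 0.71 (SD, n = 6) and 51.2% ± 5.20 (SD, n = 16; exact two-sided permutation test, p = 0.037), and 12 of the 16 EtOH-exposed samples lay below the lowest control. Adjusted over 4 such measures per embryo, which include the share at 90 to 100% and the level at imprinted genes, both p values became 0.074. The distance of a sample from the median of its group was larger in EtOH-exposed samples for the share at 90 to 100% (exact two-sided permutation test, p = 0.0275, adjusted 0.055) and for the 2614 tiles (p = 0.011, adjusted 0.044). In the single library group that held both conditions, the share at 90 to 100% was 25.4% and 23.1% in control samples 1 and 2 and 18.8% in EtOH-exposed sample 8, too few samples for a test. In the group of 6 control and 7 EtOH-exposed samples formed with a limit of 1.3, the difference was −0.62 percentage points (exact two-sided permutation test, p = 0.643).

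**Figure D1:**
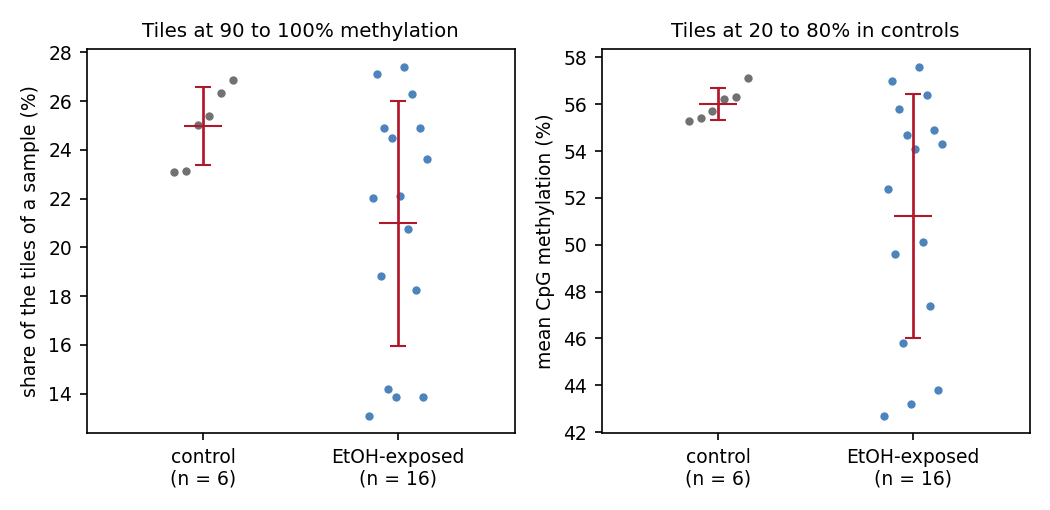
Share of the tiles of each sample at 90 to 100% methylation (left, in percent) and mean methylation of the 2614 tiles at 20 to 80% in controls (right, in percent), for control and EtOH-exposed samples. Points are samples, and red bars give the mean and SD; EtOH-exposed samples reach down to 13.1% on the left and 42.7% on the right, and the lowest controls are at 23.1% and 55.3%.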

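The SD of the methylation level between the 22 samples was computed for each tile, and the top 1% of tiles by this SD comprised 1147 tiles with SDs of 15.1 to 37.1 percentage points. The distance between samples was the root mean square difference over the tiles measured in both. Complete linkage into 3 subgroups placed 15 samples in a first subgroup, namely all 6 control samples and 9 EtOH-exposed samples, with a mean level of 68.4% over these tiles. A second subgroup comprised EtOH-exposed samples 2, 8 and 9, with a mean of 50.2%, and the last comprised EtOH-exposed samples 4, 5, 6 and 14, with a mean of 35.9%. The median distance was 18.0 percentage points between control samples, 21.9 between control and EtOH-exposed samples and 22.6 between EtOH-exposed samples. With average linkage, the subgroup that held all 6 control samples had 14 samples and both others 4 each, and with the top 5% of tiles these numbers were 15, 3 and 4. EtOH-exposed samples 4, 5 and 6 also formed a library group of their own by the level at unmethylated tiles, and the sexes were not compared.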

Clustering of individual E10.5 forebrain samples by DNA methylation levels for the top 1% most variable tiles (*n* = 1200) revealed three main subgroups; a first essentially composed of control samples (6/9; right in heatmap), a second mainly composed of EtOH-exposed female samples with similarities to controls patterns (5/6; middle in heatmap), and a third mostly composed of male EtOH-exposed samples with highly divergent patterns (6/7; left in heatmap) (Fig. 3b). We next identified regions of the genome that showed altered DNA methylation levels (± ≥ 10% mean differences between tiles; see "Methods") as a result of the early pre-implantation alcohol exposure. Using such criteria, we identified 1509 differentially methylations regions (DMRs) with significant DNA methylation level decrease (*n* = 1440) or increase (*n* = 69) in EtOH-exposed forebrains compared to control forebrains (Fig. 3c). 

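The logistic test called 1318 DMRs, of which 1260 (95.6%) had a lower and 58 a higher methylation level in EtOH-exposed forebrains. At q under 0.01 alone, 14762 tiles were lower and 10119 were higher, so the larger differences lay almost all on the side of a decrease. The median difference was −12.7 percentage points over the decreased DMRs and 12.9 over the increased DMRs. The median number of reads per tile and sample was 192 over the DMRs and 441 over all analysed tiles, and 455 of the DMRs were among the tiles used for clustering. The number of DMRs depended most on whether the spread between embryos was estimated. With overdispersion estimated for each tile and an F test, 0 DMRs were called, the smallest q was 0.0426 and 6631 tiles had an unadjusted p under 0.05. With limma, 0 DMRs were called, the smallest adjusted p was 0.994 and 5111 tiles had an unadjusted p under 0.05. Another pair of alternatives, chosen after the values had been seen, concerned the libraries. Without the CpGs of CCGG sites, which lie at the ends of MspI fragments, 508 DMRs were called. Of the 1318 DMRs, 694 then had too few CpGs or samples left to be tested, and 478 of the remaining 624 were still called. With the coverage coefficient of methylated fragments of each library as a covariate, 334 DMRs were called, of which 97 were decreased and 237 increased, the reverse of the balance without it. Of the 5 library groups, 4 held samples of 1 condition only, and the group that held both had too few samples to call DMRs within it. Within the group of 6 control and 7 EtOH-exposed samples formed with a limit of 1.3, also chosen later, the logistic test called 1015 DMRs, 868 decreased and 147 increased. With overdispersion, 0 were called there, and 8955 tiles had an unadjusted p under 0.05. The paper states that the methylation levels of such regions were altered as a result of the exposure.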

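Of the DMRs, 963 changed by 10 to 15 percentage points (73.1%, 95% interval 70.6 to 75.4%) and 253 by 15 to 20 (19.2%, 17.2 to 21.4%). A further 72 changed by 20 to 25 percentage points, 21 by 25 to 30 and 9 by more. The largest decrease was −50.9 percentage points, at chromosome 14 from 86398501 to 86398600, an intergenic tile 98632 bp from the nearest transcription start site. Per sample, this tile was at 72.3% ± 18.8 (SD, n = 5) in control samples and 34.1% ± 29.8 (SD, n = 9) in EtOH-exposed samples (exact two-sided permutation test, p = 0.026, adjusted over the 5 largest decreases 0.043), with 22 to 406 reads per sample. The tile was chosen among all analysed tiles for its difference in the same samples, so these p values are no independent evidence. The adjacent tile, from 86398401 to 86398500, was also among the 5 largest decreases. The largest increase was 27.4 percentage points, at chromosome 3 from 22336201 to 22336300, also intergenic. Its level per sample was 71.3% ± 36.7 (SD, n = 5) and 86.0% ± 21.5 (SD, n = 8), a difference within the spread between samples (exact two-sided permutation test, p = 0.49, adjusted over the 5 largest increases 0.56). The increase that ranked next, at chromosome 4 from 4342901 to 4343000, was 20.8 percentage points with weighting by coverage but −7.6 as a difference of the unweighted means of the samples.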

Differences in methylation levels ranged from 10 to 55%, with most DMRs showing 10–15% (*n* = 1086; 72%) or 15–20% (*n* = 300; 20%) methylation change between EtOH-exposed and control forebrains (Fig. 3d). 

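In control forebrains, 1089 of the decreased DMRs (86.4%) had a methylation level of at least 40% and 887 (70.4%) of at least 50%, with a median of 60.3%. For comparison, 43.7% of all analysed tiles were at 40% or more in controls, and their median was 3.2%. Decreased DMRs with control levels of 90 to 100% numbered 50, and 2 had control levels under 20%. Of the increased DMRs, 26 (44.8%) had a control level of at least 40%, and their median was 35.7%. The increased DMRs had control levels from below 10%, in 4 tiles, up to between 80 and 90%, in 1 tile.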

Most DMR-associated tiles with decreased methylation levels in EtOH-exposed samples (*n* = 1239) were highly methylated (≥ 40–50%) in control samples, whereas DMRs that gained methylation in EtOH-exposed samples had variable levels in controls (Fig. 3e). 

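Each tile was assigned to a feature of the RefSeq annotation of GRCm38, with promoters taken from 1000 bp upstream to 100 bp downstream of a transcription start site. Of the DMRs, 41.8% (95% interval 39.2 to 44.5%) were intergenic, 36.6% (34.0 to 39.2%) lay in introns, 12.0% (10.3 to 13.9%) in exons and 4.5% (3.5 to 5.7%) in promoters. The remaining DMRs lay at transcript ends (2.1%) or in untranslated regions and exons of non-coding transcripts (3.0%). Among all analysed tiles, 24.5% were intergenic, 28.9% intronic, 14.9% exonic and 23.8% in promoters. When the analysed tiles were weighted to the control methylation levels of the DMRs, these shares became 38.5%, 35.3%, 15.0% and 5.3%.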

The DMRs mainly overlapped with intergenic (43%) and genic (53%: introns; 37%, exons; 12%, and promoters; 4%) regions. Gene ontology enrichment analyses associated genic DMRs with various processes, including cell-to-cell signaling pathway, regulation of GTPase activity, positive regulation of nervous system development, tissue and embryonic morphogenesis, as well as regulation of neurological systems (Fig. 3f). When we looked at the DNA methylation levels between control and EtOH-exposed forebrains for genes associated to these enriched pathways (e.g, *Lrch1*, *Cflar*, *Celsr1*, *Apoa1*, *Lpin1*, *Epha7*, *Foxa1*, *Egf*, *Il6*, *Nkx6-2*), we observed increased inter-individual variability in methylation levels for EtOH-exposed forebrains with some samples or genomic regions being more affected than others (Fig. 3g).

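Analysed tiles were taken from 5 kb upstream of each gene to 1 kb past its end on GRCm38. Of the 10 genes, 7 had a DMR, all decreased, and in each of the 7 the SD between EtOH-exposed samples was larger than between control samples. The Celsr1 DMR with the largest difference lay in intron 5, at chromosome 15 from 85947901 to 85948000. Its level was 35.6% ± 2.0 (SD, n = 6) in control samples and 21.9% ± 9.4 (SD, n = 16) in EtOH-exposed samples (exact two-sided permutation test, p = 0.0028), with 72 to 681 reads per sample. The Il6 DMR lay in exon 2, at chromosome 5 from 30013401 to 30013500, and was at 70.5% ± 4.6 (SD, n = 6) and 53.4% ± 14.5 (SD, n = 16; exact two-sided permutation test, p = 0.0091), with 32 to 465 reads. The Lpin1 DMR in exon 8, at chromosome 12 from 16565601 to 16565700, was at 60.2% ± 4.3 (SD, n = 6) and 42.7% ± 18.3 (SD, n = 16; exact two-sided permutation test, p = 0.035). Adjusted over the 11 of 17 genes named in the paper that had a DMR, these p values were 0.01, 0.025 and 0.061. The tiles were chosen for their difference in the same samples.
The Epha7 DMR in exon 6, at chromosome 4 from 28935701 to 28935800, showed the largest difference of the 7 genes, −16.8 percentage points with weighting by coverage. Per sample, it was at 67.7% ± 9.6 (SD, n = 5) and 63.4% ± 20.7 (SD, n = 11), a difference of −4.4 that lay within the spread between samples (exact two-sided permutation test, p = 0.67). The tiles of Lrch1 (intron 1), Cflar (intron 2) and Egf (exon 19) had exact two-sided permutation p values of 0.19, 0.31 and 0.29. Their unweighted differences of −9.3, −7.3 and −7.8 percentage points were under the 10 required of a DMR. Without the CpGs of CCGG sites, the Epha7 tile was still called, and the others had too few CpGs left to be tested. With overdispersion estimated for each tile, q was 0.84 for the Celsr1 tile and 0.86 for the Il6 tile. Foxa1 had 15 analysed tiles and Nkx6-2 had 12, none of them DMRs by the logistic test. The Foxa1 tile with the smallest p was at 1.5% ± 0.6 (SD, n = 5) and 1.0% ± 1.0 (SD, n = 16; exact two-sided permutation test, p = 0.31), and that of Nkx6-2 at 0.8% ± 0.6 (SD, n = 6) and 1.0% ± 0.8 (SD, n = 16; exact two-sided permutation test, p = 0.58). No tile was analysed in the window of Apoa1.

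**Figure D2:**
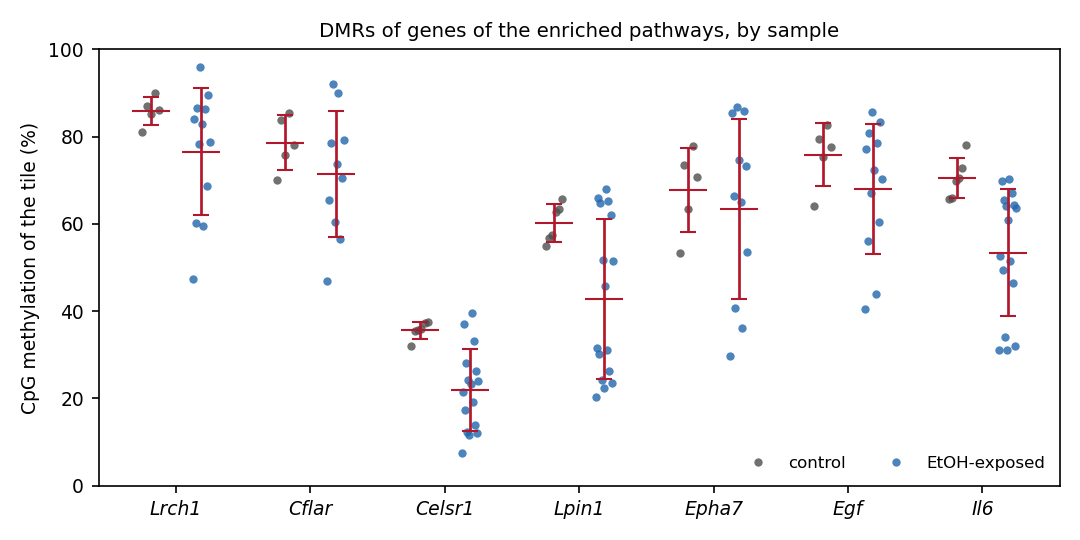
Methylation level (in percent) of the DMR with the largest difference in each of 7 genes, for control and EtOH-exposed samples. Points are samples, and red bars give the mean and SD; the Celsr1 tile lies between 31.9 and 37.5% in control samples and between 7.5 and 39.5% in EtOH-exposed samples.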

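Over the DMRs, the median SD between samples was 6.9 percentage points in control and 13.3 in EtOH-exposed forebrains, and the SD was larger in EtOH-exposed forebrains at 86.6% of them. The median of the ratio was 1.90 over the DMRs and 1.49 over the 10084 analysed tiles with 20 to 80% methylation in controls, which were not chosen for a difference. Within the group of 6 control and 7 EtOH-exposed samples formed with a limit of 1.3, chosen later, both ratios were smaller. That group leaves out EtOH-exposed samples 4, 5, 6 and 14, so smaller ratios would follow from their absence. The mean level of the decreased DMRs was 59.4% ± 1.82 (SD, n = 6) in control samples and 45.4% ± 10.6 (SD, n = 16) in EtOH-exposed samples (exact two-sided permutation test, p = 0.00485, over tiles called on the same samples), and 15 of the 16 EtOH-exposed samples lay below the lowest control. EtOH-exposed samples 4, 5, 6 and 14 were at 31.4%, 30.3%, 30.3% and 33.6%. The mean level of the increased DMRs was 47.0% ± 9.68 (SD, n = 6) and 50.4% ± 6.79 (SD, n = 16; exact two-sided permutation test, p = 0.361). In the library group that held both conditions, the decreased DMRs were at 59.1% and 57.8% in control samples 1 and 2 and at 39.9% in EtOH-exposed sample 8.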

**Fig. 3:**
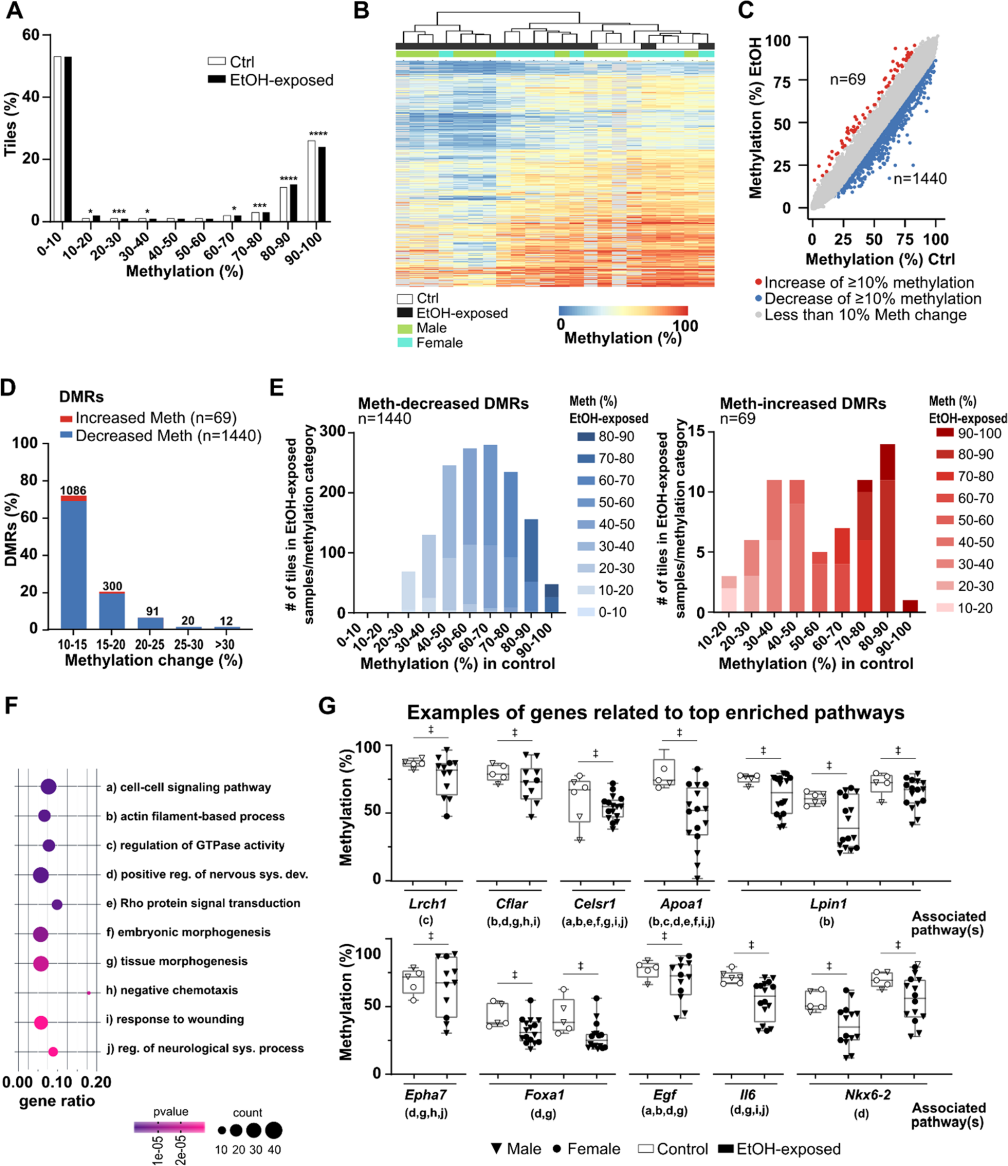
Early pre-implantation alcohol exposure triggers DNA methylation alterations in developing embryonic forebrain. Genome-wide CpG methylation analyses of E10.5 control (*n* = 6) and EtOH-exposed (*n* = 16) forebrains. **a** Distribution of genomic tiles (100 bp) (all-tiles; *n* = 114 911) across ranges of CpG methylation levels in control and EtOH-exposed samples. ****p < 0.0001, ***p < 0.001, *p < 0.05; *z*-test proportion test. **b** Heatmap showing CpG methylation levels for the top 1% most variable tiles (*n* = 1 200) between control and EtOH-exposed forebrains. Gray lines in heatmap have no associated methylation values because of lack of sufficient sequencing coverage in sample. **c** Scatterplot representing the differentially methylated regions (DMRs) between control and EtOH-exposed forebrains (see "Methods" section for details). Red dots represent the tiles with a methylation increase of at least 10% in EtOH-exposed compared to control forebrains (*n* = 69); blue dots represent the tiles with a methylation decrease of at least 10% in EtOH-exposed compared to control forebrains (*n* = 1 440); grey dots represent the tiles with changes less than 10% in EtOH-exposed compared to control forebrains (*n* = 113 402). **d** Proportion of DMRs associated with the changes of CpG methylation levels between control and EtOH-exposed E10.5 forebrains. **e** Comparison of CpG methylation levels of specific DMRs-associated tiles in EtOH-exposed versus control forebrains. Blue bar graph represents the comparison for decreased-methylation DMRs (*n* = 1 440); red bar graph represents comparison for the increased-methylation DMRs (*n* = 69). **f** Functional enrichment analysis showing top 10 enriched pathways for decreased- and increased-methylation DMRs located in genic regions (*n* = 710 unique gene DMRs), based on Metascape analysis for pathways and *p* value. The size of the dot represents the number of DMR-associated genes in a pathway, and gene ratio represents the number of DMR-associated genes with regards to the number of genes in a pathway. **g** Examples of CpG methylation levels of individual samples for DMR-associated genes related to the top enriched pathways. Letters under gene name relate to the pathways in **f**). ǂ represents significant differences in CpG methylation levels of DMRs (e.g., ±  > 10% methylation difference, *q* < 0.01) between control and EtOH-exposed embryos (see "Methods " section for details)

Overall, we showed that alcohol exposure during the embryonic epigenetic reprogramming wave triggers an array of DNA methylation alterations observed in forebrain of embryos that presented no visible abnormalities or developmental delays at E10.5.

### Sex-specific DNA methylation alterations following pre-implantation alcohol exposure

We next sought to discern whether early pre-implantation alcohol exposure could have a sex-specific impact on later forebrain DNA methylation patterns. By analyzing male and female samples separately (min. 3 samples/condition/sex, ≥ 10 × sequencing depth), we identified 83 424 and 126 857 unique sequenced tiles in male and female forebrains, respectively (Fig. 4a). Although there were lesser regions analyzed in males, they showed a larger number of DMRs following pre-implantation alcohol exposure (DMRs: males *n* = 2097, females *n* = 1273) (Additional file 1: Fig. S6). In male EtOH-exposed forebrains, we found 2097 DMRs of which 1936 (92%) showed decreased methylation. Comparably, female EtOH-exposed forebrains revealed 1273 DMRs of which 1066 (84%) presented decreased methylation (Additional file 1: Fig. S6A-D). We also observed contrasts between DMR number, as well as associated biological processes among sexes (Additional file 1: Fig. S6E). However, we do not exclude that these results could be related to only a partial overlap in sequenced regions (*n* = 46 475) between male and female forebrain samples (Fig. 4a).

**Fig. 4:**
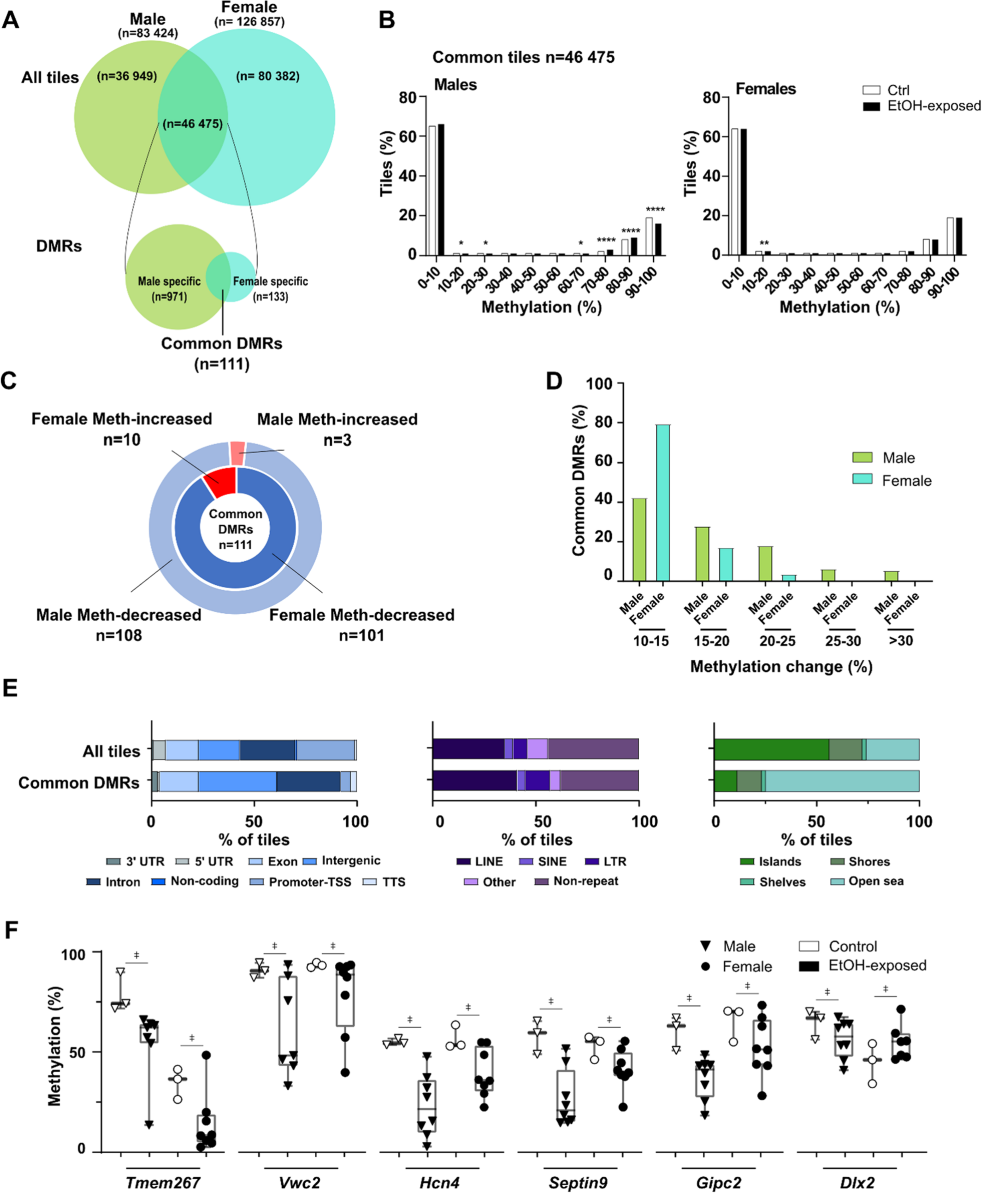
Sex-related changes in embryonic forebrain DNA methylation mediated by early pre-implantation ethanol exposure. **a** Schematic design of sex-related genome-wide CpG methylation analysis in male (Ctrl *n* = 3, EtOH *n* = 8) and female (Ctrl *n* = 3, EtOH *n* = 8) E10.5 forebrain samples. Identification of all-tiles associated with either male samples (*n* = 83 424), female samples (*n* = 126 857), male–female common samples (*n* = 46 475), as well as male-specific (*n* = 971), female-specific (*n* = 133) and common (*n* = 111) DMRs (see "Methods" section for details). **b** Distribution of genomic tiles (100 bp) (common tiles; *n* = 46 475) across ranges (10%) of CpG methylation in male and female control and EtOH-exposed samples. ****p < 0.0001, **p < 0.01, *p < 0.05; *z*-test proportion test. **c** Distribution of common DMRs (*n* = 111) with increased or decreased CpG methylation in male (outer circle) and female (inner circle) samples. **d** Proportion of common DMRs associated with the changes of CpG methylation levels between control and EtOH-exposed in male and female forebrains. **e** Percentage of tiles associated with various genomic features: genomic annotation (left), repeat elements (middle) and CpG-rich context (right) in common all-tiles (*n* = 46 475) and common DMRs (*n* = 111). **f** Examples of CpG methylation levels of individual samples of common DMRs in male and female samples. ǂ represents significant differences in CpG methylation levels of DMRs (e.g., ±  > 10% methylation difference, *q* < 0.01) between control and EtOH-exposed embryos (see "Methods" section for details)

To circumvent this issue, we focused on the 46 475 regions with sufficient sequencing coverage in both sexes encompassing 373 530 CpGs (Fig. 4a). We did not observe any differences in global DNA methylation levels between sexes in either controls or EtOH-exposed forebrains (males: 29.4% vs 28.7%, females: 29.4% vs 29.2%; not shown). However, when these common tiles (*n* = 46 475) were distributed according to their DNA methylation levels in control and EtOH-exposed forebrains, we observed a greater shift in tile distribution in male EtOH-exposed samples (Fig. 4b), suggesting a greater effect on males. Accordingly, among the 46 475 male–female common tiles, we identified 971 male-specific DMRs, 133 female-specific DMRs, and 111 DMRs that were present in both sexes (Fig. 4a). Out of these 111 common DMRs, 100 had similar alteration profiles (i.e., *n* = 99 DMRs with decreased methylation, *n* = 1 DMR with increased methylation) in male and female EtOH-exposed forebrains (Fig. 4c). For the other DMRs (*n* = 11), the alcohol exposure caused conflicting alteration profiles between sexes (e.g., decreased-methylation in males vs increased-methylation in females). For the most part, the common DMRs displayed low levels of methylation changes (10–15% range) for both sexes (42% for males, 79% for females), with methylation changes greater than 25% only present in male EtOH-exposed samples (Fig. 4d). When compared to the 46 475 common tiles analyzed, the 111 common DMRs were more enriched in intergenic regions and intron categories, as well as for LINE elements, whereas they were mostly depleted of CpG rich sequences (i.e. CpG islands). In addition, common DMRs in male and female EtOH-exposed forebrains showed various levels of DNA methylation for an assortment of genes, including *Tmem267* (putative oncogene), *Vwc2* (neural development and function), *Hcn4* (cardiac function), *Septin9* (cytoskeletal formation), *Gipc2* (gastrointestinal processes) and *Dlx2* (forebrain and craniofacial development) (Fig. 4f, Additional file 1: Fig. S7).

When we turned our attention to male-specific (*n* = 971) and female-specific (*n* = 133) DMRs within the 46 475 common tiles, we observed that pre-implantation alcohol exposure had a more profound impact on male forebrains in terms of DMR number and level of methylation changes (Figs. 4a, 5a). Although a portion of observed DMRs showed increased methylation (males 3%; *n* = 31, females 23%; *n* = 30), the majority of sex-specific DMRs were associated with a partial loss of DNA methylation (males *n* = 940, females *n* = 103) in all chromosomes. The only chromosomes that showed an enrichment (*p* < 0.0001) in DMRs were female X-chromosomes (*n* = 48/133). Most of these sex-specific DMRs showed low levels of alterations, in the 10–15% range (males *n* = 627 DMRs; 65%, females *n* = 112 DMRs; 84%), with males having a larger proportion of DMRs with > 15% methylation changes (Fig. 5b). When we highlighted genomic features associated to these sex-specific DMRs, we observed more female-specific DMRs in promoter regions (17% vs 4%) and CpG rich regions (33% vs 8%) when compared to male-specific DMRs (Fig. 5c). When we focused on the distribution of CpG sites in a sequence context (i.e., CpG islands, shores, shelves), we noticed a significant loss of global methylation in male-specific DMRs for male EtOH-exposed forebrains, and similarly for female-specific in female EtOH-exposed forebrains (Fig. 5d). For female-specific DMRs, we noticed that DNA methylation levels in control forebrains are all higher in females compared to males. These higher methylation levels are mainly associated with the presence of methylation marks associated to the X-inactivation process in females (female-specific DMRs on X-chromosome: CpG islands 35/44; shores 9/36, shelves 0/6. Figure 5f bottom for examples). The sex-specific DMRs resulting from pre-implantation alcohol exposure were related to divergent biological processes between males (e.g., muscle differentiation, cell projection organization) and females (e.g., receptor protein tyrosine kinase pathway, epithelial cell migration) (Fig. 5e, f).

**Fig. 5:**
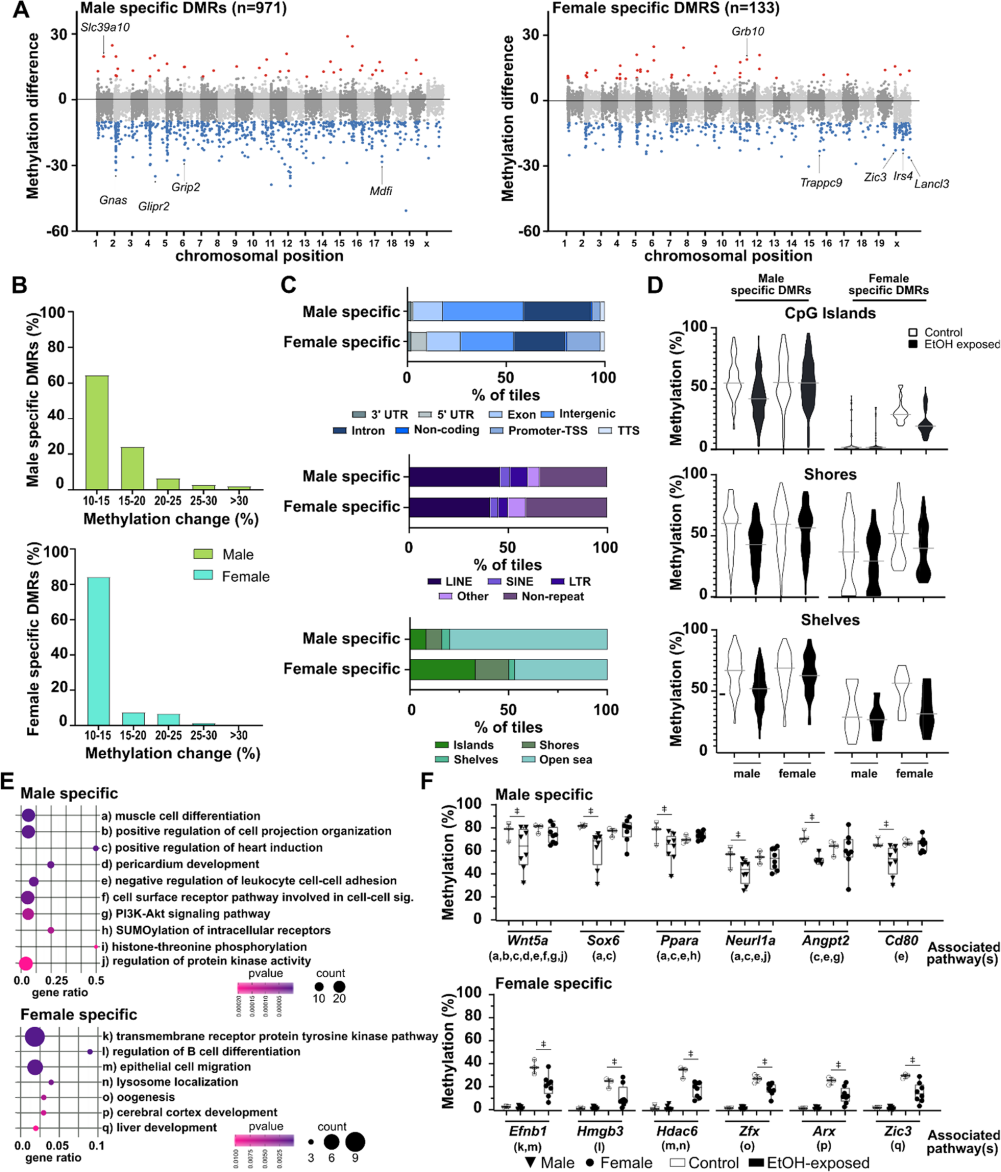
Early pre-implantation ethanol exposure induces sex-specific DNA methylation alterations in developing embryonic forebrain. Identification of male and female sex-specific DMRs in EtOH-exposed E10.5 forebrains is described in Fig. 4a. **a** Manhattan plot showing differences of CpG methylation by chromosomal position for male-specific (*n* = 971; left graph) and female-specific (*n* = 133; right graph) DMRs. Red dots represent DMRs with increased-methylation in EtOH-exposed forebrains (*n* = 31; right graph and *n* = 30; left graph); blue dots represent DMRs with decreased methylation in EtOH-exposed forebrains (*n* = 940; right graph and *n* = 103; left graph); grey dots represent tiles with less than 10% methylation differences between EtOH-exposed and control forebrains (*n* = 45 504; right graph and *n* = 46 342; left graph). **b** Proportion of sex-specific DMRs (upper graph; male *n* = 971, lower graph; female *n* = 133) associated with changes in CpG methylation levels between control and EtOH-exposed E10.5 forebrains. **c** Percentage of sex-specific DMR-associated tiles (male *n* = 971, female *n* = 133) across various genomic features: genomic annotation (top), repeat elements (middle) and CpG-rich context (bottom). **d** Percentage of CpG methylation levels of male- and female-specific DMRs based on the distribution of CpG sites in CpG islands, CpG shores and CpG shelves. **e** Functional enrichment analysis showing top enriched pathways for male-(top 10 pathways, *n* = 508 unique gene DMRs) and female-specific DMRs (*n* = 87 unique gene DMRs), based on Metascape analysis for pathways and *p* value. The size of the dot represents the number of DMR-associated genes in pathways, and gene ratio represents the number of DMR-associated genes with regards to the number of genes in a pathway. **f** Examples of CpG methylation levels of individual samples for sex-specific DMR-associated genes related to the top enriched pathways in **e**). Letters under gene name relate to the pathways in **e**). ǂ represents significant differences in CpG methylation levels of DMRs (e.g., ±  > 10% methylation difference, *q* < 0.01) between control and EtOH-exposed embryos (see methods section for details)

We then evaluated whether early embryonic alcohol exposure led to expression errors in the forebrains of E10.5 embryos by focussing on a group of genes (with or without DMRs) implicated in the regulatory network coordinating the timing of GABAergic interneuron migration and forebrain formation. At the core of this network is the *Dlx* family of homeodomain transcription factors [50, 51]. We show that *Dlx2* (DMR in gene body; males and females) and *Dlx1* (no DMRs) have small but significant changes in gene expression (*Dlx2*: males and females; *Dlx1*: females) (Additional file 1: Fig. S8A), whereas for *Dlx5* and *Dlx6* (no DMRs), the expression remained unchanged (Additional file 1: Fig. S8B). Upstream key regulator of MGE (medial ganglionic eminence)-derived GABAergic interneurons [52–54], *Nkx2.1* (no DMRs) did not show expression alterations (Additional file 1: Fig. S8B), however downstream transcription factors such as *Sox6* (DMR in gene body; males), and *Arx* (direct target of *Dlx2* [55, 56]), DMR in promoter; females) showed small but significant gene expression alteration (*Sox6*; males and females, *Arx*; males) (Additional file 1: Fig. S8A).

Together, these results indicate that alcohol exposure in pre-implantation embryos in conjunction with epigenetic reprogramming leads to variable levels of sex-specific alterations, with male embryonic forebrains being more prone to DNA methylation alterations. This suggests that pre-implantation male embryos are more susceptible to the initial adverse exposure rendering them less efficient at re-establishing proper DNA methylation patterns during the de novo methylation wave, or that female embryonic cells are better at rectifying dysregulated DNA methylation patterns during development.

### Pre-implantation alcohol exposure leads to partial loss of imprinted DNA methylation patterns

To further determine if a binge alcohol exposure episode on early embryos undergoing the epigenetic reprogramming wave is more adverse on the DNA methylation patterns of male or female embryos, we directed our attention to ICRs of imprinted genes, which are well known for their key roles in brain development and growth. We and others have shown that allele-specific methylation maintenance is required on ICRs during the reprogramming wave, as partial or complete loss of ICR profiles is permanent. Since our alcohol exposure specifically targets E2.5 embryos (8-cell stage), dysregulation in ICRs methylation maintenance would still be detectable in E10.5 forebrains. From the 46 475 commonly sequenced tiles, 28 were located within the ICRs of 9 imprinted genes. Our non-allele specific differential methylation analysis revealed that out of these 28 regions, 24 were differentially methylated in male EtOH-exposed forebrains. These 24 DMRs were associated to imprinted genes *H13*, *Nnat*, *Gnas*, *Kcnq1*, *Plagl1*, *Zrsr1*, *Peg13* and *Igf2r* (Fig. 6a). In females, only 2 of those 28 tiles showed altered levels in female EtOH-exposed forebrains, which were associated with *Gnas* and *Grb10*. We expanded our search for dysregulated ICR DNA methylation patterns within uniquely sequenced regions in male (*n* = 36 949 tiles) and female (*n* = 80 382 tiles) forebrains (Fig. 4a) to retrieve additional ICR-associated tiles. Again, in EtOH-exposed male forebrains, the majority of ICRs (10/13 tiles) showed altered DNA methylation patterns (Fig. 6b), which were associated with *Gnas*, *Snrpn*, *Peg3*, *Plagl1*, *Zrsr1* and *Impact.* Conversely, in EtOH-exposed female forebrains, we now observed a large portion of ICRs (19/36 tiles) with dysregulated DNA methylation levels associated to various imprinted genes (i.e., *Gnas*, *Peg10*, *Inpp5f*, *Kcnq1*, *Snrpn*, *Grb10*, *Zrsr1*, *Peg13*, *Slc38a4*, *Igf2r* and *Impact*). When we plotted individual sample DNA methylation values for these ICR-associated DMRs, we again observed a high degree of heterogeneity in EtOH-exposed forebrains with some samples showing altered DNA methylation levels (e.g., partial loss, complete loss), and others revealing normal control methylation values (Fig. 6a–c).

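Analysed tiles within 5 kb of a transcription start site of an imprinted gene named in the paper, with 30 to 70% methylation in controls, were taken as imprinted tiles, since the paper's text does not list the coordinates of the ICRs. Start sites of Mcts2, Nespas, Kcnq1ot1 and Airn, which the paper's text does not name, were included under H13, Gnas, Kcnq1 and Igf2r. Samples of both sexes were analysed together. For 9 loci, tiles were measured in all 22 samples. The 9 such tiles of Gnas had a mean level of 45.6% ± 3.9 (SD, n = 6) in control samples and 33.4% ± 13.1 (SD, n = 16) in EtOH-exposed samples (exact two-sided permutation test, p = 0.04, adjusted over the 9 loci 0.18). EtOH-exposed samples ranged from 13.9 to 51.6% there, and 10 of the 16 lay below the lowest control. At Nnat, the means over 2 tiles were 52.9% ± 15.1 (SD, n = 6) and 28.5% ± 19.0 (SD, n = 16; exact two-sided permutation test, p = 0.0115, adjusted 0.103), with EtOH-exposed samples from 2.5 to 58.4%. At Peg13, the means over the 2 tiles measured in all samples were nearly the same, 45.0% ± 4.5 (SD, n = 6) and 44.4% ± 13.0 (SD, n = 16; exact two-sided permutation test, p = 0.913, adjusted 0.915), while EtOH-exposed samples ran from 25.6 to 68.5%. The remaining Peg13 tile, measured in 18 samples, was called, at 57.0% ± 7.1 (SD, n = 5) and 38.9% ± 15.7 (SD, n = 13; exact two-sided permutation test, p = 0.024, adjusted over the 15 imprinted genes with a DMR 0.051). The remaining loci had exact two-sided permutation p values of 0.0739 to 0.915, adjusted 0.222 to 0.915. Control samples also varied, from 15.0 to 62.7% at Grb10 and from 32.3 to 74.4% at H13. Over the 26 imprinted tiles measured in every sample, the distance of a sample from the median of its group was 4.95 percentage points in control and 10.8 in EtOH-exposed samples (exact two-sided permutation test, p = 0.0753, adjusted over 4 measures 0.1).

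**Figure D3:**
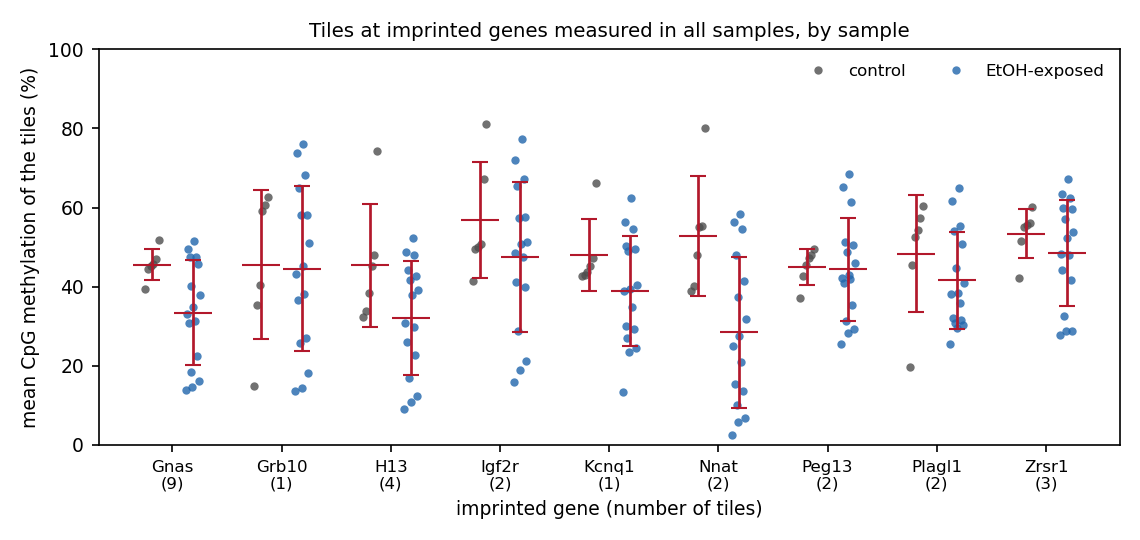
Mean methylation level (in percent) of the imprinted tiles of 9 loci in control and EtOH-exposed samples, with the number of tiles of each locus in brackets. Points are samples, and red bars give the mean and SD; at Gnas, EtOH-exposed samples reach from 13.9 to 51.6% and control samples from 39.5 to 51.7%.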

**Fig. 6:**
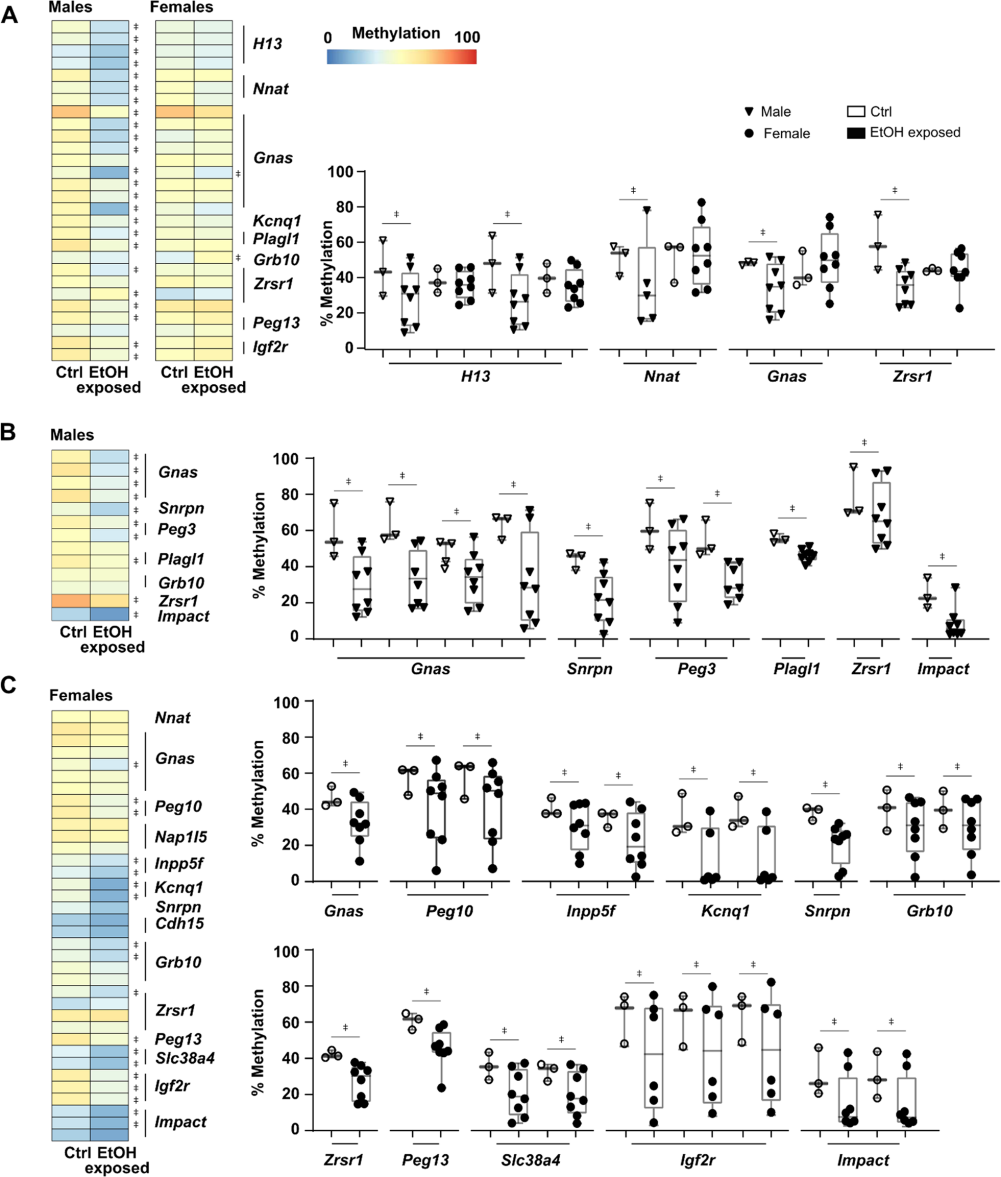
Early pre-implantation ethanol exposure leads to partial loss of DNA methylation maintenance across imprinting control regions. **a-c** Heatmaps representing CpG methylation levels for control versus EtOH-exposed samples in regions (100 bp tiles) located within defined imprinting control regions. Examples of CpG methylation levels of individual samples in imprinting control regions associated tiles are shown. ǂ represents significant differences in CpG methylation levels of DMRs (e.g., ±  > 10% methylation difference, *q* < 0.01) between control and EtOH-exposed embryos (see methods section for details). **a** Imprinting control regions (*n* = 28 tiles) analyzed (sufficient sequencing coverage) in both male and female samples (control vs EtOH-exposed). **b** Imprinting control regions (*n* = 13 tiles) analyzed only in males (lack of proper sequencing coverage in females). **c** Imprinting control regions (*n* = 36 tiles) analyzed only in females (lack of proper sequencing coverage in males)

This partial loss of DNA methylation signatures within ICRs of male and female E10.5 EtOH-exposed forebrains was associated with small but significant deviation in expression level for a number of imprinted genes (e.g., *Gnas*, *Plagl1*, *Peg13*) (Additional file 1: Fig. S9A). Whereas for others, although we observed similar ICR-associated DMRs, we did not detect any alteration in imprinted gene expression (e.g., *Impact*, *Peg10*, *Grb10*) for either male or female E10.5 EtOH-exposed forebrains (Additional file 1: Fig. S9B).

Both male and female EtOH-exposed forebrains showed variable levels of DNA methylation alterations in imprinted gene ICRs, which suggests that a binge-like alcohol exposure during pre-implantation interferes with the DNA methylation maintenance machinery during the epigenetic reprogramming wave. 

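Of the 17 imprinted loci examined, 14 had imprinted tiles, 62 in all. The logistic test called 40 of these tiles, at 13 loci, all with decreased methylation, and 59 of the 62 had a lower level in EtOH-exposed forebrains. The number rested on the test. With overdispersion estimated for each tile, 0 of the 62 were called and 23 had an unadjusted p under 0.05, and limma called 0, with 21 at an unadjusted p under 0.05. With the coverage coefficient of methylated fragments as a covariate, chosen after the values had been seen, 9 were called. Without the CpGs of CCGG sites, also chosen later, 33 of 51 imprinted tiles were called. Of the 40 called before, 30 could still be tested, and all 30 were called. Over the tiles measured in every sample, the mean level was 48.1% ± 7.2 (SD, n = 6) in control samples and 37.8% ± 13.1 (SD, n = 16) in EtOH-exposed samples, a difference of −10.4 percentage points (exact two-sided permutation test, p = 0.0838, the same when adjusted over the 4 measures per embryo). Of the 16 EtOH-exposed samples, 7 lay below the lowest control. Among the alternatives in the choice of CpGs and tiles, this difference ran from −11.6 with 5 reads per CpG to −7.81 with 20 reads per CpG. With the covariate it was 2.46 (two-sided permutation test, p = 0.347). Within the group of 6 control and 7 EtOH-exposed samples formed with a limit of 1.3 on library level, also chosen later, it was −0.2 (exact two-sided permutation test, p = 0.962), and 15 tiles were called. The largest difference of a single imprinted tile, −31.0 percentage points with weighting by coverage, was at Peg10, chromosome 6 from 4747401 to 4747500, 144 bp from the transcription start site. There, the level was 57.7% ± 7.8 (SD, n = 5) in control samples and 36.9% ± 27.0 (SD, n = 16) in EtOH-exposed samples (exact two-sided permutation test, p = 0.11, adjusted over the 15 imprinted genes with a DMR from 5 kb upstream to 1 kb past the gene 0.13). Of the tiles with the largest difference in these 15 genes, 6 had an adjusted p under 0.05. The smallest was that of Peg3, with 53.9% ± 7.9 (SD, n = 5) in control and 30.8% ± 10.4 (SD, n = 14) in EtOH-exposed samples (exact two-sided permutation test, p = 0.00026, adjusted 0.0039), and 13 of the 14 lay below the lowest control. Those of Inpp5f, Snrpn, Zrsr1, Slc38a4 and Nnat each had an adjusted p of 0.032, and the other 9 had 0.051 to 0.17. These tiles were chosen for their difference in the same samples. In the library group of 3 samples that held both conditions with a limit of 1.2, the imprinted tiles were at 52.4% and 58.0% in control samples 1 and 2 and at 44.8% in EtOH-exposed sample 8. From the variable alterations in the ICRs, the paper proposes that the exposure interferes with the maintenance of DNA methylation during the reprogramming wave.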

Finally, these results also suggest that male pre-implantation embryos are more susceptible to the initial adverse of alcohol exposure.

## Discussion

In this study, we showed that a binge alcohol exposure episode on early-stage embryos (8-cell; E2.5) leads to a surge in morphological brain defects and delayed development during fetal life, that are reminiscent of clinical features associated to FASD. As seen in children exposed to alcohol prenatally, a portion of ethanol-exposed embryos presented a spectrum of alcohol-induced macroscopic defects while the majority showed no noticeable dysmorphic features and no alterations. However, forebrain tissues from ethanol-exposed embryos with no visible macroscopic abnormalities, developmental delays, alteration in cell proliferative response or cell death still presented lasting genome-wide DNA methylation alterations in genes associated to various biological pathways, including neural/brain development, and tissue and embryonic morphogenesis. These ethanol-exposed embryos also showed partial loss of imprinted DNA methylation patterns for various imprinted genes critical for fetal growth, development, and brain function. Moreover, we observed alcohol-induced sex-specific errors in DNA methylation patterns with male embryos showing increased vulnerability.

### Modeling early pre-implantation alcohol exposure

One of the challenges when modeling FASD is unscrambling direct and indirect outcomes associated with the amount, pattern (continuous *vs.* binge drinking), and developmental timing of alcohol exposure [18, 19, 45, 57–63]. By targeting pre-implantation embryo, we observed that a binge-like alcohol exposure on a single embryonic cell type (8-cell stage blastomeres) leads to increased rate of macroscopic defects (e.g., brain anomalies, growth restriction, heart defects) across litters, with no impact on litter size or on sex-specific phenotypic representation during fetal life. These findings corroborate with pioneer work that reported abnormal fetal development without significant reduction in litter size following exposure during pre-implantation [64, 65]. However, the acute dosage regimen paradigms used in those studies resulted in a much higher rate (67–100%) of embryonic abnormalities and severe growth retardation, as well as fetal death [41, 66]. Nevertheless, such studies along with others [67] confirm that even prior to direct maternal–fetal interface exchanges via the placenta, alcohol can reach the developing pre-implantation embryos through the female reproductive track. In vitro studies support that pre-implantation embryos are sensitive and negatively affected by alcohol exposure [68]. Although less investigated and understood than maternal exposure, studies suggest that alterations (e.g., epigenetic errors) initiated on the fathers' sperm are passed-on during fertilization to pre-implantation embryos, influence development beyond implantation, and lead to abnormal offspring development (e.g., fetal growth restriction, birth defects, placental defects) [58, 69–72].

It remains to be defined whether some of the milder abnormalities or delays that we observed at mid-gestation would become resolved or accentuated by birth, and whether embryos that presented no visible abnormalities or developmental delays but had DNA methylation alterations would show cognitive dysfunctions as observed in other FASD models and children with FASD. In parallel, outlining if the dysregulation in DNA methylation profiles is associated with abnormal migration and organization of specific brain cell subtypes during development would further extend our understanding about the effect of early pre-implantation alcohol exposure on the neurobiological phenotype in offspring.

### Pre-implantation alcohol exposure leads to partial loss of imprinted DNA methylation

Our genome-wide, high-resolution analysis of ethanol-induced DNA methylation alterations highlighted partial loss of DNA methylation maintenance within various 100 bp tiles located across imprinting control regions (e.g., *Gnas*, *Zrsr1, Impact*) in E10.5 male and female forebrains. Then again, methylation alterations were not necessarily widespread across entire imprinting control regions, or in all individual ethanol-exposed embryos, suggesting only a slight reduction in DNMT1/DNMT1o maintenance activity. Concordantly, some imprinted genes showed alterations in their expression profiles (e.g., *Gnas*, *Plagl1*, *Peg13*) in both male and female ethanol-exposed forebrains, whereases others (e.g., *Impact*, *Peg10*, *Grb10*) were not affected. We know that temporary lack of DNA methylation maintenance by DNMT1o in 8-cell embryos (E2.5) leads to delays in development and to a wide range of lethal anatomical abnormalities that are associated with epigenetically mosaic embryos that failed to properly maintain normal imprinted methylation patterns at mid-gestation [73–75]. In zebrafish, alcohol exposure during the two first days of embryo development led to reduced levels of *Dnmt1* expression [76], which could ultimately lead to a temporary reduction in methylation maintenance activity. Studies aiming at defining how pre-implantation embryos respond to environmental stimuli (e.g., assisted reproductive technologies, toxicants, ethanol) have broadly explored the impact on imprinted genes, but have mainly relied on evaluating DNA methylation levels of imprinting control regions using targeted approaches (i.e., specific genomic loci) [41, 77, 78]. Although informative, conclusions are often based on profiling DNA methylation levels of a limited number of CpG sites associated to a handful of genes. For instance, modeling binge alcohol exposure during two consecutive days (E1.5, E2.5) led to decreased fetal and placental weight by E10.5, but only to a partial loss of DNA methylation in the *H19*—a negative regulator of growth and proliferation—imprinting control region (only 17 CpG analysed) in the placenta. Although only a portion of one ICR was evaluated, these results insinuated that embryonic imprinted methylation was not affected by such early pre-implantation alcohol exposure.

Since imprinted genes are well recognized in regulating essential neurodevelopmental processes, including neural differentiation, migration and cell survival [79], we can presume that the forebrain of ethanol-exposed embryos with severe macroscopic defects and developmental delays would have broader loss of imprinted DNA methylation patterns compared to those with no visible abnormalities. However, the fact that morphologically normal forebrain tissues derived from ethanol-exposed pre-implantation embryos reveal widespread low-level DNA methylation alterations with increased inter-individual variability in imprinted control regions supports that failure in maintaining accurate methylation imprints could contribute to the invisible nature of FASD.

### Pre-implantation alcohol exposure initiates sex-specific DNA methylation programming errors

We demonstrated that exposing 8-cell embryos to alcohol is detrimental for future forebrain autosomal and X-chromosome DNA methylation patterns. Furthermore, such an early embryonic exposure leads to sex-specific DNA methylation alterations with male embryos being more susceptible to alterations. Early embryonic developmental stages are marked by a series of molecular events that are crucial for the proper establishment of the developmental program, as well as the de novo genome-wide DNA methylation signatures that are conserved throughout development [29, 80]. A considerable amount of evidence shows that interfering with this process in vivo or in vitro leads to sex-specific long-term effects in the offspring [36, 72, 81–87]. Although the mechanism remains unclear, we know that molecular events in early-stage embryos are marked with sex-specific discrepancies. For instance, mammalian pre-implantation embryos display differential expression of sex chromosome and autosomal transcripts, leading to extensive transcriptional sexual dimorphism [88, 89]. In mouse, sex-biased gene expression (*n* = 69; mainly X-linked) is detected as early as the 8-cell stage with substantial variation between individual embryos, and with female embryos expressing higher transcript levels. Then, just prior to the de novo re-methylation wave, the sex chromosomes seem to further drive this sexual dimorphism in transcriptional regulation for hundreds of autosomal genes, with *Dnmt3a* and *Dnmt3b* showing higher expression in male blastocyst [90]. This is consistent with sex-specific acquisition of DNA methylation reported in bovine blastocyst, with males showing increased levels [89, 91]. Thus, the alcohol-induced sex-specific DNA methylation alterations resulting from an early embryonic alcohol exposure model are mostly initiated at the 8-cell stage because of the male–female differences in transcriptional regulation. The DNA methylation alterations would then trigger a series of events that would negatively impact the re-establishment of genome-wide de novo DNA methylation profiles occurring between E3.5 and E6.5 in a sex-specific manner, with males being more affected. Once established, these abnormal de novo DNA methylation profiles would be maintained or would initiate further DNA methylation alterations during subsequent developmental stages. Since the sex-specific alterations observed in the forebrains are linked to divergent biological pathways, this could lead to sex-specific neurocognitive impairments in offspring. Although such observations have been made in children with FASD, with males appearing to be more vulnerable to the irreversible effects of fetal alcohol exposure (e.g., cranial and facial malformations, learning disabilities, social and memory disabilities, and altered brain structure and function) (reviewed in [92]), further studies are needed to explore the long-term degree and impact of the sexual dimorphism in this pre-implantation alcohol exposure paradigm.

### Pre-implantation alcohol exposure and impact on neurodevelopment

One common phenotype observed in human FASD and animal models of prenatal alcohol exposure is the interference of alcohol on the development of the central nervous system (structural or functional abnormalities). We observed DNA methylation alterations in promoters and bodies of genes implicated in brain and nervous system function and development (e.g., *Dlx2, Epha7*, *Foxa1, Nkx6, Vwc2*, *Sox6*). For example, *Dlx2* (Distal-Less Homeobox 2), is part of a transcription factor family (*Dlx1/2*; *Dlx3/4*; *Dlx5/6*) that is a critical molecular determinant for forebrain and craniofacial development, as well as for coordinating the timing of GABA(gamma-aminobutyric acid)ergic interneuron migration and process formation [93–96]. *Dlx2 is* required to promote the expression of several downstream factors including other *Dlx* genes and *Arx* (directly activated by *Dlx2*) [56], an X-linked gene that also controls cortical interneuron migration and differentiation [97], which incidentally showed altered DNA methylation in female ethanol-exposed forebrains. Ethanol-exposed forebrains showed reduced methylation in *Dlx2* (gene body) and *Arx* (promoter), which correlated with reduced *Dlx2* and *Arx* expression, whereas the average expression of *Dlx5* and *Dlx6* (no DMRs) remained unchanged. Mice lacking *Dlx1/2* have profound deficits in tangential migration of GABAergic cortical interneurons and neurite growth. Similarly, prenatal stress-induced anxiety in mouse leads to GABAergic interneuron deficiency-associated dysregulation of promoter DNA methylation levels of *Gad67* (glutamic acid decarboxylase 67), an enzyme critical for GABA synthesis (the principal inhibitory neurotransmitter). In prenatal alcohol exposure models targeting different brain developmental time points, the migration and positioning of GABAergic cortical interneurons are profoundly impaired, leading to subsequent cortical dysfunction [98–102]. We know that cortical interneuron dysfunction, associated with impaired development, migration, or function of interneurons, results in interneuronopathies that contribute to multiple neurodevelopmental disorders including autism, epilepsy, schizophrenia, and FASD [103–105]. We also know that GABAergic interneurons are particularly responsive to adverse maternal exposures during in utero periods of developmental plasticity; from the moment these cells arise, to the shaping of cortical circuits [101, 105]. Our data suggest that early embryonic alcohol exposure triggers alterations in the epigenome that leave lasting signals that could lead to pathological plasticity in the developing brain. We need to further define whether GABAergic interneurons, or other cortical neurons, are particularly vulnerable to early embryonic alcohol-induced epigenetic programming errors, and whether this could drive interneuronopathies or neurodevelopmental impairments associated with FASD.

### Study limitation

One limitation to our study is the absence of information about the dose-dependency of alcohol exposure with regards to the phenotypes and molecular consequences observed. Since higher peak blood alcohol concentrations have been shown to play a critical role in the extent of prenatal alcohol exposure-related damages [17, 18, 45, 48, 66, 86, 106], we can presume that similar observations would be observed using our paradigm. Nonetheless, the impact of low-dose and early prenatal alcohol exposure should not be overlooked, as they have been associated to increase the risk of mental illness regardless of a FAS or FASD diagnosis in human (review in [107]). To fully comprehend the wide range of detrimental consequences (visible and invisible) associated to dose-dependency of alcohol exposure during pre-implantation will require a thorough investigation across pre- and post-natal development.

## Conclusion

We showed that pre-implantation alcohol exposure is detrimental for normal development and leads to a broad spectrum of adverse outcomes that closely replicate clinical facets observed in children with FASD. Specifically, we demonstrate that a binge-like drinking episode while pre-implantation embryos are in the mist of their reprogramming wave leads to two main categories of lasting programming errors: the partial loss of DNA methylation at several imprinted control regions, and the abnormal re-establishment of de novo DNA methylation profiles in key biological pathways (e.g., neural/brain development, tissue and embryonic morphogenesis). Further studies in peri-implantation embryos, when DNA methylation is globally reacquired, and in specific cell subtypes during key neocortex developmental time points will provide a better understanding of the fundamental mechanisms leading to these DNA methylation programming errors and their implication in neurodevelopmental FASD-related deficits. Importantly, our data demonstrate that pre-implantation alcohol exposure does not lead to an “all-or-nothing” response, as morphologically normal embryos still presented conserved and sex-specific DNA methylation alterations in forebrain tissues, which could be indicative of the particular sexual dimorphism in cognitive dysfunctions associated with FASD. Thus, our study provides strong scientific evidence to refute the “all-or-nothing’’ principle and supports the potential contribution of early embryonic epigenetic alterations to the manifestation of neurodevelopmental phenotypes observed in a portion of children with FASD.

## Methods

### Pre-implantation embryo binge-like ethanol exposure model

Animal work was approved by the Comité Institutionnel de Bonnes Pratiques Animales en Recherche (CIBPAR) of the CHU Ste-Justine Research Center under the guidance of the Canadian Council on Animal Care (CCAC). Female C57BL/6 mice (8-week-old) were mated with same age C57BL/6 males (Charles River laboratories). Females that showed copulatory plugs the next morning were considered pregnant with day 0.5 embryos (E0.5). They were separated from the males and housed together in a 12 h light/dark cycle with unlimited access to food and water.

Using a recognized prenatal binge-like alcohol exposure paradigm [41, 45, 66, 106], pregnant females (E2.5) were injected with 2 subsequent doses of 2.5 g/kg ethanol 50% (ethanol-exposed group) or an equivalent volume of saline (control group) at 2 h intervals. Female with the same treatment were housed together and had negligible handling during the gestation.

### Blood alcohol concentration quantification

Blood alcohol concentration associated with our pre-implantation binge-like alcohol exposure paradigm was quantified over a 4 h period. To avoid supplementary stress on experimental animals, a different subset of pregnant E2.5 females (*n* = 12) was used for this experiment. Ethanol-exposed females (*n* = 3) were euthanized at each time point (1, 2, 3 and 4 h), blood was collected, samples were centrifuged to separate serum and plasma, and alcohol was quantified using the EnzyChrome Ethanol Assay kit (BioAssays Systems/Cedarlane) following manufacturer’s recommendations (1:5 plasma dilution).

### Morphological analysis

At E10.5, pregnant females were euthanized, and embryos were collected and dissected for morphological evaluation using Leica stereo microscope. Using LasX software, measurements of the crown-rump length (top of the head to the end of the tail), occipital to nose length (occipital part of the head to the nasal process), height of the head (top of the head to the beginning of the torso) and length of the midbrain (occipital part to the midbrain/forebrain limit) were done. Similarly, morphological defects (e.g., severe developmental delay or growth restriction, brain or head malformation, heart anomaly or any other unexpected feature) were evaluated [108–110]. Three embryos (*n* = 3) revealed more than 2 morphological defects and were placed in the category of their main defect (delayed *n* = 2, brain malformation *n* = 1). Embryos that hatched (Ctrl *n* = 23; EtOH *n* = 21) from the yolk sac during dissection were excluded of both measurements and morphological analyses due to the possible deformation induced by the pressure on the embryo during the expulsion. The sex of each embryo was determined by qPCR using expression of *Ddx3,* on yolk sac DNA. Statistical analyses were done using GraphPad prism (version 8.4.3) for *t* test with Welch correction and *f*-test for variance or R (version 3.5.0) for chi-square and proportional *z*-test.

### Histological analysis and immunostaining

Following collection, whole E10.5 embryos were fixed in 4% paraformaldehyde (PFA), post-fixed in EtOH 70% for 48 h and paraffin embedded [111]. Whole embryos were sectioned at 5 μM and corresponding sections were stained with hematoxylin and eosin [112] to determine gross morphology, or for Cleaved Caspase-3 (Cell Signaling #9579S) or Ki67 (Abcam # AB15580) following manufacturer’s protocol and counterstained with hematoxylin. Imaging was done using Zeiss Zen Axioscan Slide Scanner system. Images processing and quantification were performed using ImageJ. Three similar sub regions of forebrain and midbrain (0.02mm^2^ each) were quantified across all samples. Statistical analyses were done using GraphPad prism (version 8.4.3) for *t* test with Welch correction.

### DNA extraction and reduced representation bisulfite sequencing

Following morphological analyses, embryonic E10.5 forebrains were isolated, flash frozen and kept at − 80 °C. Genomic DNA was extracted from forebrains using the QIAamp DNA Micro kit (Qiagen #56304) following manufacturer’s recommendations. Extracted DNA was quantified using QuBit fluorimeter apparel with the Broad range DNA assay kit (ThermoFisher #Q32853). The sex of each DNA sample was again validated by *Ddx3* qPCR. DNA samples from forebrains with no apparent morphological defects were randomly selected, using 6 control embryos (3 males and 3 females, from 3 different litters) and 16 ethanol-exposed embryos (8 males and 8 females, from 6 different litters). EtOH-exposed and control embryo groups were similar in size and morphology (Additional file 1: Fig. S2). Genomic DNA was used to produce rapid Reduced Representation Bisulfite Sequencing (rRRBS) libraries as previously described [27, 113–116]. Briefly, 500 ng of DNA was digested with *Msp1* restriction enzyme, adapters were attached to DNA fragments followed by sodium bisulfite conversion and amplification/indexation of libraries. Libraries were quantified using QuBit fluorimeter apparel with the High Sensitivity DNA assay kit (ThermoFisher #Q32854). Quality control was assessed using BioAnalyzer and paired-end sequencing was done on Illumina HiSeq 2500 at the Genome Québec core facility. We obtained between 19 and 41 M raw reads for each sample (Additional file 1: Table S1).

### Bioinformatics analysis

Data processing, alignment (mm10 genome) and methylation calls were performed using our established pipeline [27, 114–116] which includes tools such as Trim Galore (version 0.3.3) [117], BSMAP (version 2.90) [118] and R (version 3.5.0) (Additional file 1: Table S1). Differentially methylated regions were obtained with MethylKit (version 1.8.1) [119] using the Benjamini–Hochberg false discovery rate (FDR) procedure. Fixed parameters were used, including 100 bp stepwise tiling windows, a minimum of 2 CpGs per tile and a threshold of *q* < 0.01. DNA methylation level is calculated as the average methylation of all CpGs within a tile for all the samples within a condition (Fig. 3: minimum 5 samples/condition, ≥ 10 × sequencing depth; Figs. 4, 5, 6 & Additional file 1: Figs. S6–S7: minimum 3 samples/condition/sex, ≥ 10 × sequencing depth). The number of CpGs per tile and bisulfite conversion rate (> 97%) were obtained using a custom Perl script.

Annotation of the analysed tiles was done using Homer (version 4.10.1) with mm10 reference genome. Gene ontology enrichment analysis was performed with Metascape [120] online tool using only differentially methylated tiles located in genic regions. Repeats and CpG islands coordinates were obtained from UCSC table browser databases (mm10 genome). CpG context tracks (CpG shores and CpG shelves) were built by adding up respectively 0–2 kb and 2–4 kb from the CpG islands coordinates as previously describes [114, 121].

### RNA extraction and expression analysis by quantitative PCR (qPCR)

Quantitative gene expression analyses were performed as previously [122, 123]. Briefly, embryonic E10.5 forebrains were isolated, flash frozen and kept at − 80 °C until RNA extraction. RNA was extracted using RNeasy Mini kit (Qiagen #74004) following manufacturer’s recommendations. Extracted RNA was quantified using QuBit fluorimeter apparel with the High Sensitivity RNA assay kit (ThermoFisher #Q32852). 600 ng of RNA was used for cDNA conversion using SuperScript IV Reverse Transcriptase (ThermoFisher #18090010). For each gene (primer sequence Additional file 1: Table S2), qPCR reactions were performed in triplicate on 5 ng of cDNA using SensiFAST SYBR No-ROX (Bioline #BIO-98005) on a LightCycler 96 (Roche Life Science). Gene expression analysis and normalization was done using the 2^−∆∆Ct^ method using *Hprt1* and *Pgk1* as reference genes. Statistical analyses were done using GraphPad prism (version 8.4.3) for *t* test with Welch correction.

## Supplementary Information

**Additional file 1**. Supplementary figures and tables.

## Data Availability

The data from this study have been submitted to the Gene Expression Omnibus (GSE162765).

# Supplementary material for: Pre-implantation alcohol exposure induces lasting sex-specific DNA methylation programming errors in the developing forebrain
**Source:** Clin Epigenetics. 2021 Aug 23;13:164. doi: 10.1186/s13148-021-01151-0
**Supplement:** Supplementary file 1 — Additional file 1. Supplementary figures and tables.

# Supplemental Figures

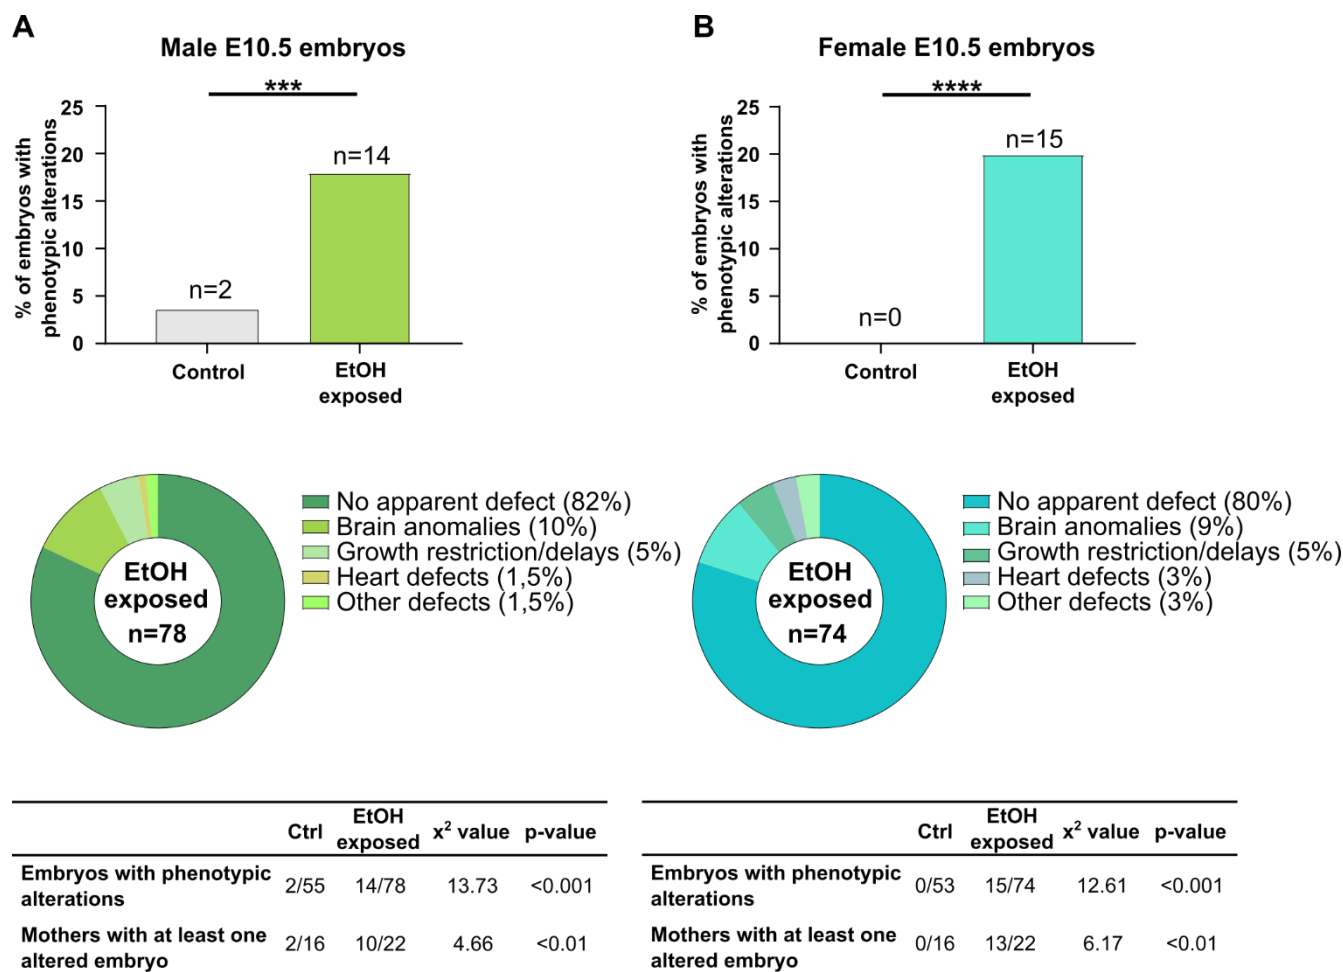

**Figure S1. No difference in phenotypic alterations between male and female developing embryos following early pre-implantation alcohol exposure.** **A)** Percentage of E10.5 male embryos with phenotypic alterations (Ctrl: 4%; n=2/55, EtOH-exposed: 18%; n=14/78, \*\*\*p<0.001; chi-square test) (upper graph). Classification and proportion of phenotypic alterations observed in EtOH-exposed male embryos (middle graph). Number of male embryos with alterations, and number of litters with at least one affected embryo. \*\*p<0.01; chi-square test (lower table). **B)** Percentage of E10.5 female embryos with phenotypic alterations (Ctrl: 0%; n=0/53, EtOH-exposed: 20%; n=15/75, \*\*\*p<0.001; chi-square test) (upper graph). Classification and proportion of phenotypic alterations observed in EtOH-exposed female embryos (middle graph). Number of female embryos with alterations, and number of litters with at least one affected embryo. \*p<0.05; chi-square test (lower table).

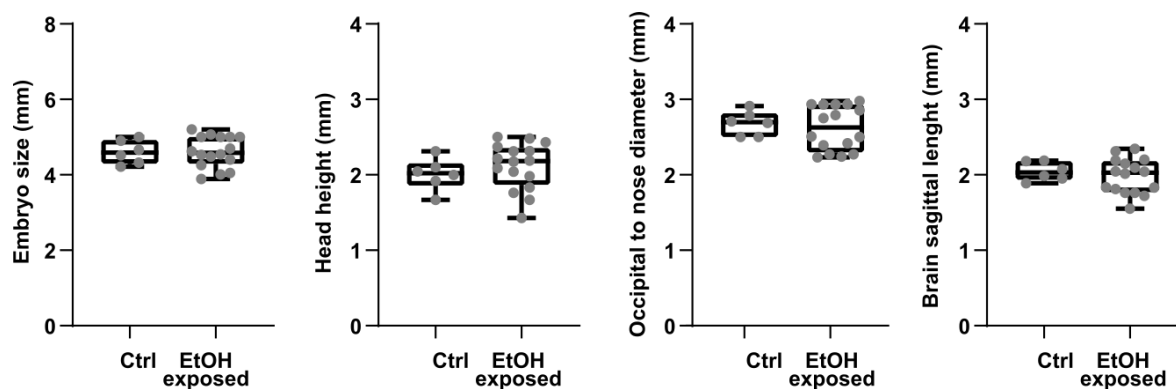

**Figure S2. Embryonic measurements of E10.5 embryos used to perform Rapid Reduced Representation Bisulfite Sequencing (rRRBS) on forebrains.** Crown-rump length, head height, occipital-nose length and brain sagittal length. Control embryos: (n=6, 3 litters), EtOH-exposed embryos (n=16, 6 litters). No significant difference; t-test with Welch's correction.

### A Control

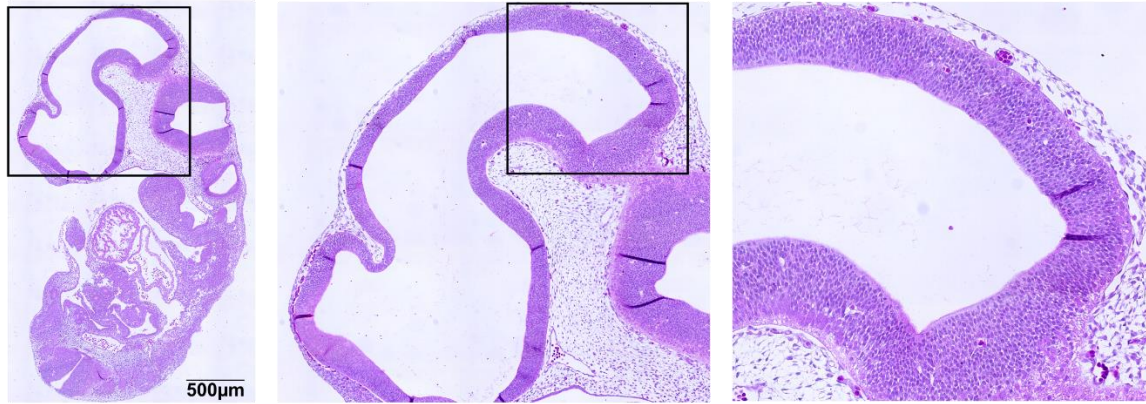

### B EtOH-exposed

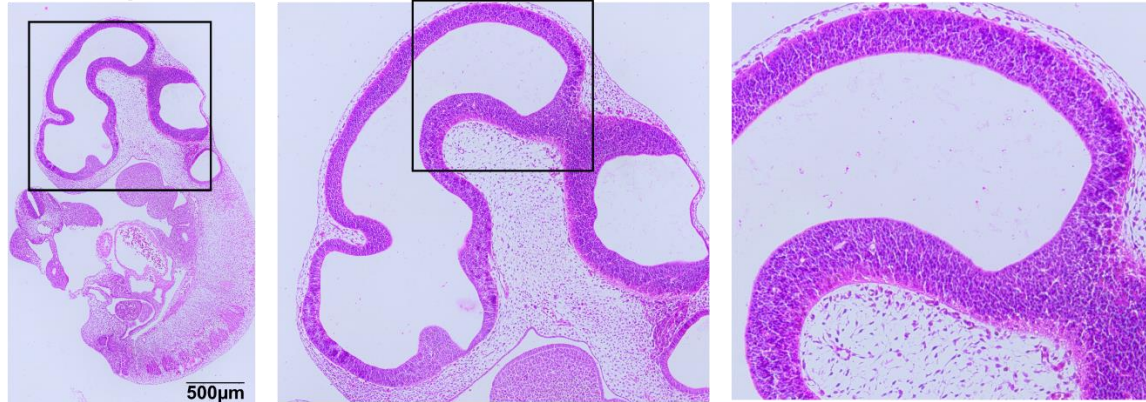

### C EtOH-exposed

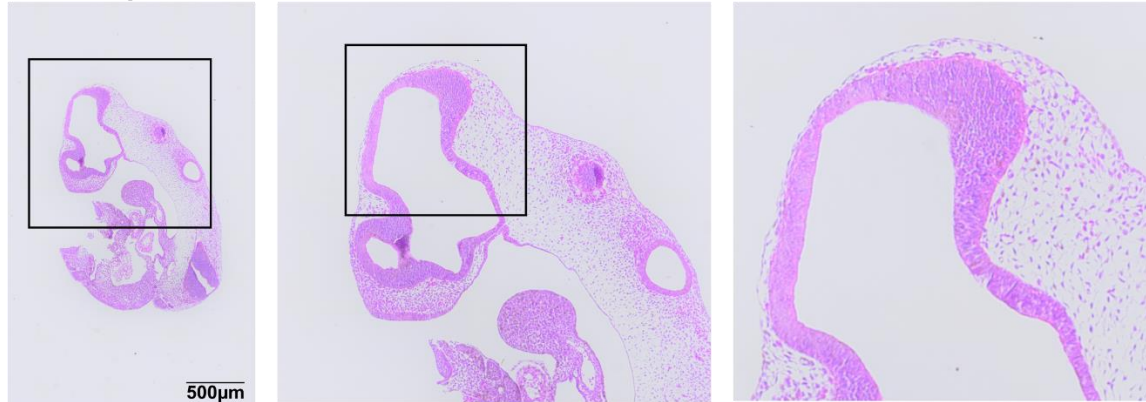

**Figure S3. Early pre-implantation alcohol exposure does not alter overall brain cell structural organization in mid-gestation embryos.** Hematoxylin and eosin (H&E) staining in control and ethanol-exposed E10.5 embryos (Male: ctrl n= 9, EtOH-exposed n=11; Female: ctrl n= 9, EtOH-exposed n=11). Representative images of H&E-stained sections of (A) control and (B, C) ethanol-exposed embryos, with focus on head area and sub-section of brain. A) Control male embryo. B) Male ethanol-exposed embryo without any morphological defect observed during dissection. C) Female ethanol-exposed embryo with a delayed development.

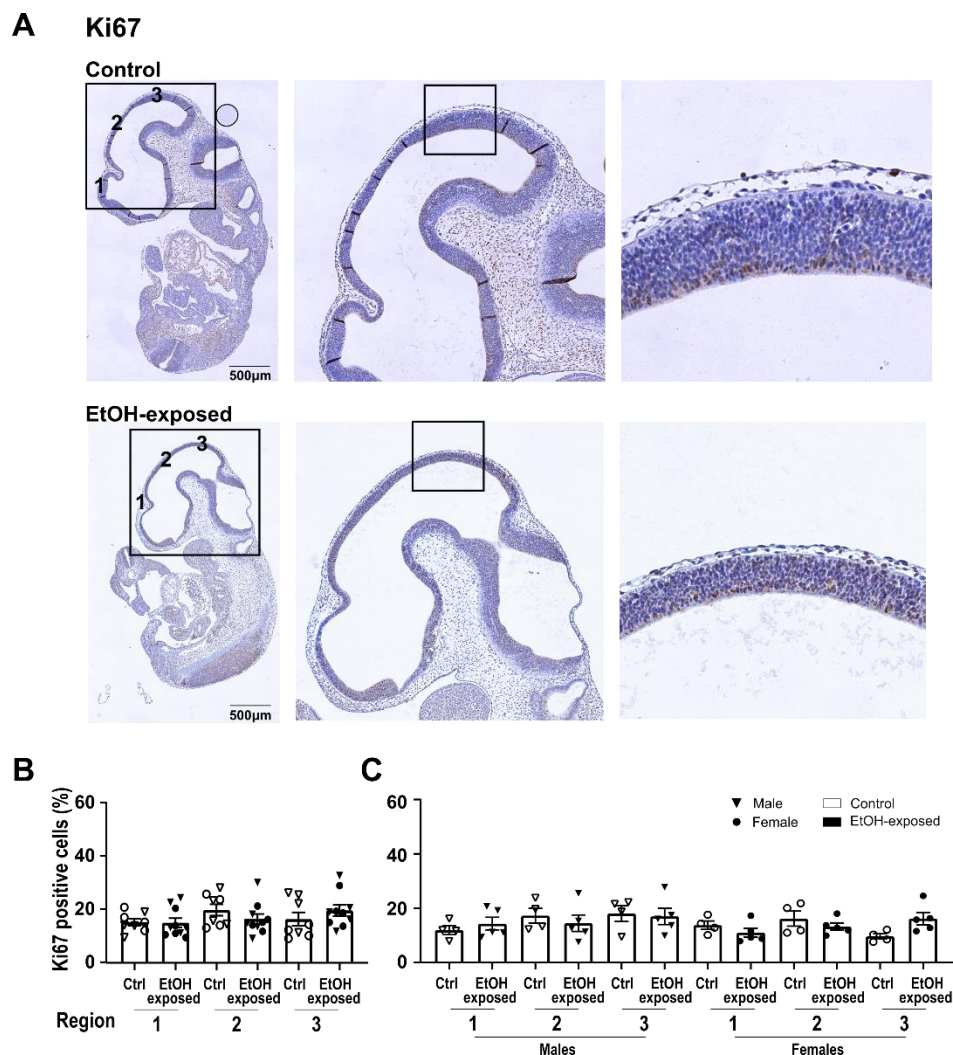

**Figure S4. Early pre-implantation alcohol exposure does not modify brain cell proliferative state in mid-gestation embryos.** Immunohistochemical staining for Ki67 (brown) and counterstaining with hematoxylin (blue) in control and ethanol-exposed embryos. A) Representative distribution of Ki67 positive cells in sagittal sections of E10.5 embryos. Left panel shows the three brain regions used to quantify Ki67 positive cells. Details of framed areas are shown in middle and right panels. B) Percentage (%) of Ki67 positive cells across brain regions in control and ethanol-exposed (no apparent morphological defects) embryos (males and females). Bars represent mean  $\pm$  SEM. C) Sex-specific quantification of Ki67 positive cells. Data from B) separated in male and female samples; male (Ctrl n=4, EtOH-exposed n=5), female (Ctrl n=4, EtOH-exposed n=5). Bars represent mean  $\pm$  SEM.

## A Cleaved Caspase-3

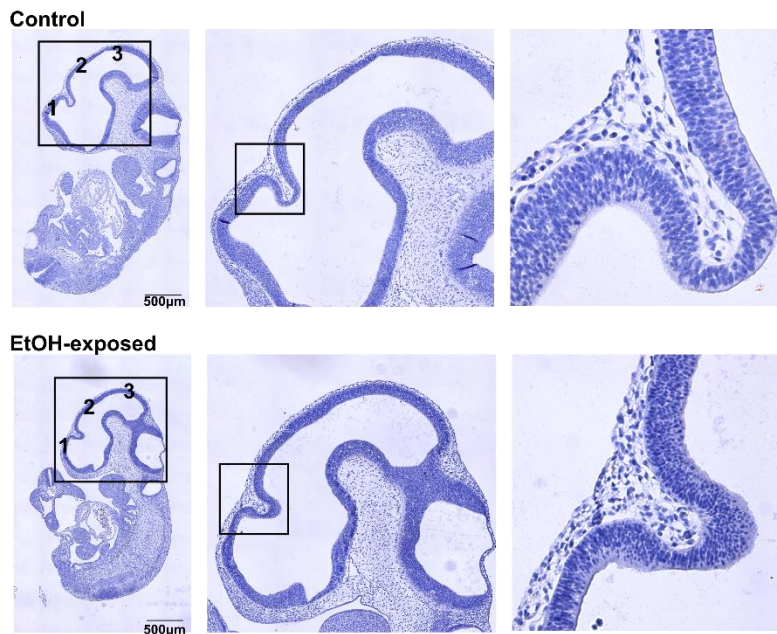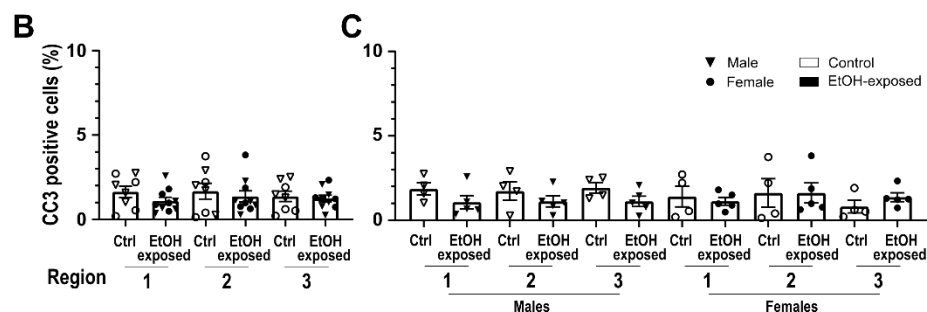

**Figure S5. Early pre-implantation alcohol exposure does not increase brain cell apoptosis in mid-gestation embryos.** Immunohistochemical staining for cleaved Caspase-3 (brown) and counterstaining with hematoxylin (blue) in control and ethanol-exposed embryos. A) Representative distribution of cleaved Caspase-3 (CC3) positive cells in sagittal sections of E10.5 embryos. Left panel shows the three brain regions used to quantify cleaved Caspase-3 positive cells. Details of framed areas are shown in middle and right panels. B) Percentage (%) of cleaved Caspase-3 positive cells across brain regions in control and ethanol-exposed (no apparent morphological defects) embryo (males and females). Bars represent mean  $\pm$  SEM. C) Sex-specific quantification of cleaved Caspase-3 positive cells. Data from B) separated in male and female samples; male (Ctrl n= 4, EtOH-exposed n=5), female (Ctrl n= 4, EtOH-exposed n=5). Bars represent mean  $\pm$  SEM.

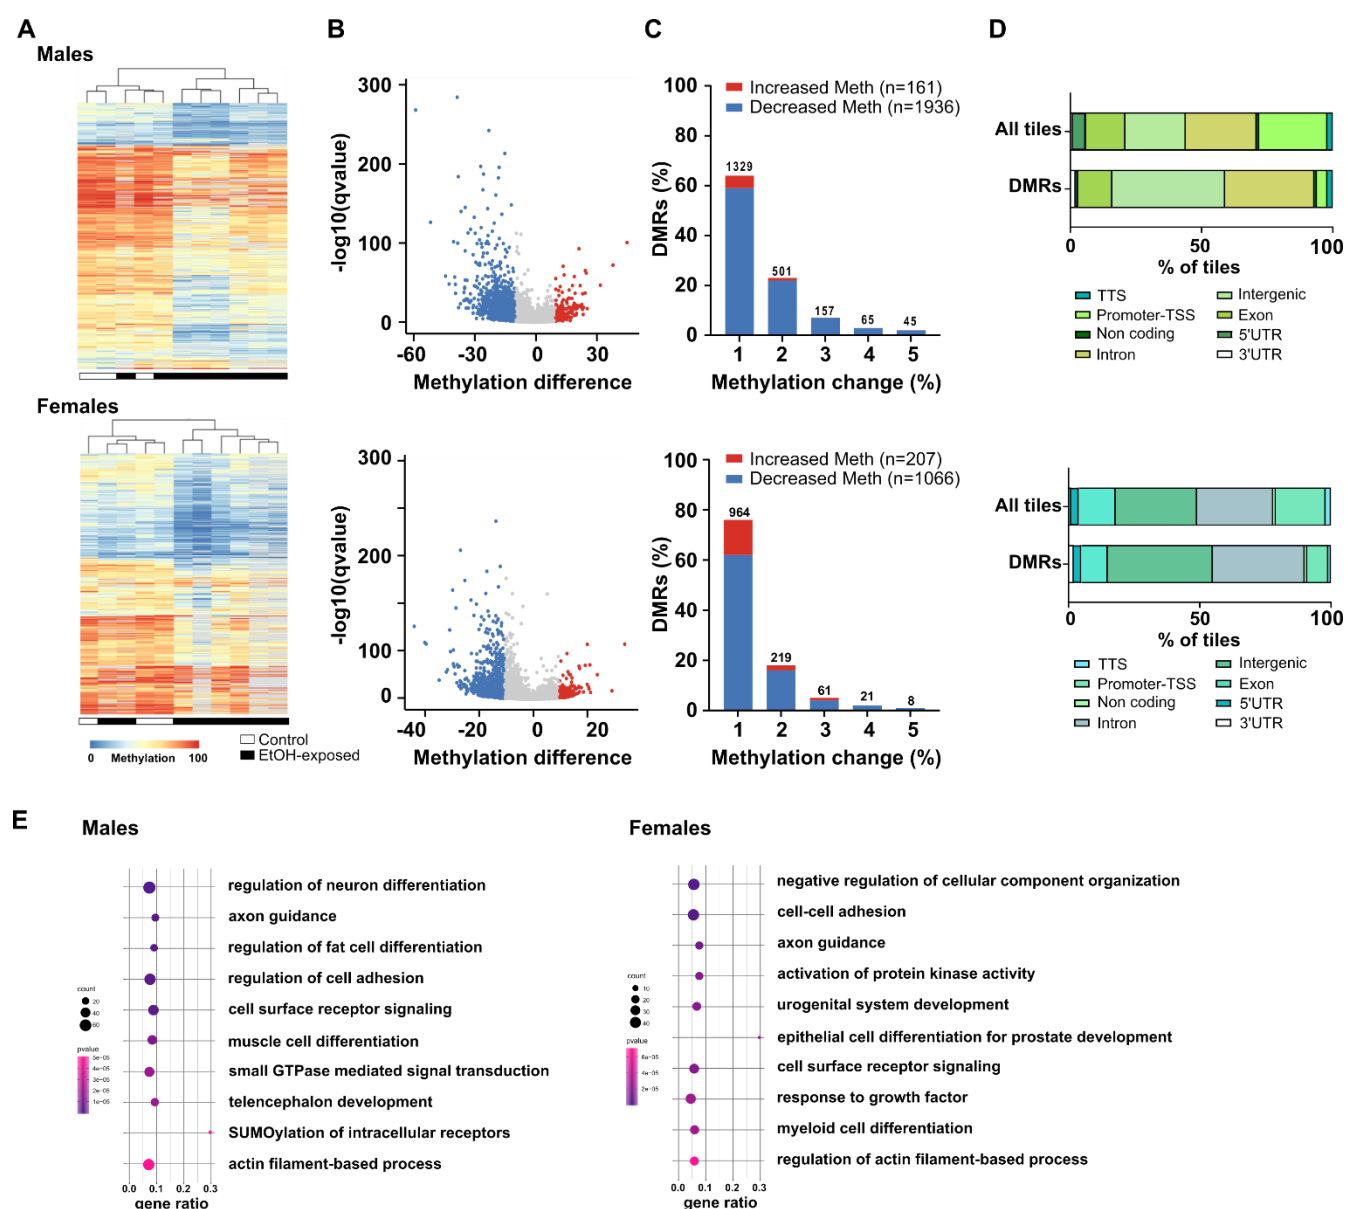

**Figure S6. Early pre-implantation alcohol exposure triggers DNA methylation alterations in developing embryonic forebrain of males and females.** Genome-wide CpG methylation analyses of male E10.5 control (n=3) and ethanol-exposed (n=8) forebrains (upper graphs) and females E10.5 control (n=3) and ethanol-exposed (n=8) forebrains (lower graphs). **A**) Heatmap showing CpG methylation levels for the DMRs (Males n=2 097; Females n=1 273) between control and EtOH-exposed forebrains. **B**) Volcano plot representing the differentially methylated regions (DMRs) between control and EtOH-exposed forebrains (see methods section for details). Red dots represent the tiles with a methylation increase of at least 10% in EtOH-exposed compared to control forebrains (Males n=161; Females n=1207); blue dots represent the tiles with a methylation decrease of at least 10% in EtOH-exposed compared to control forebrains (Males n=1 936; Females n= 1 066); grey dots represent the tiles with changes less than 10% in EtOH-exposed compared to control forebrains (Males n=81 327; Females n=125 584). **C**) Proportion of DMRs associated with the changes of CpG methylation levels between control and EtOH-exposed E10.5 forebrains. **D**) Pie chart of genomic annotations for All tiles (Males n=83 424; Females n=126 857) and DMRs (Males n=2 097 and Females (n=1 273)).

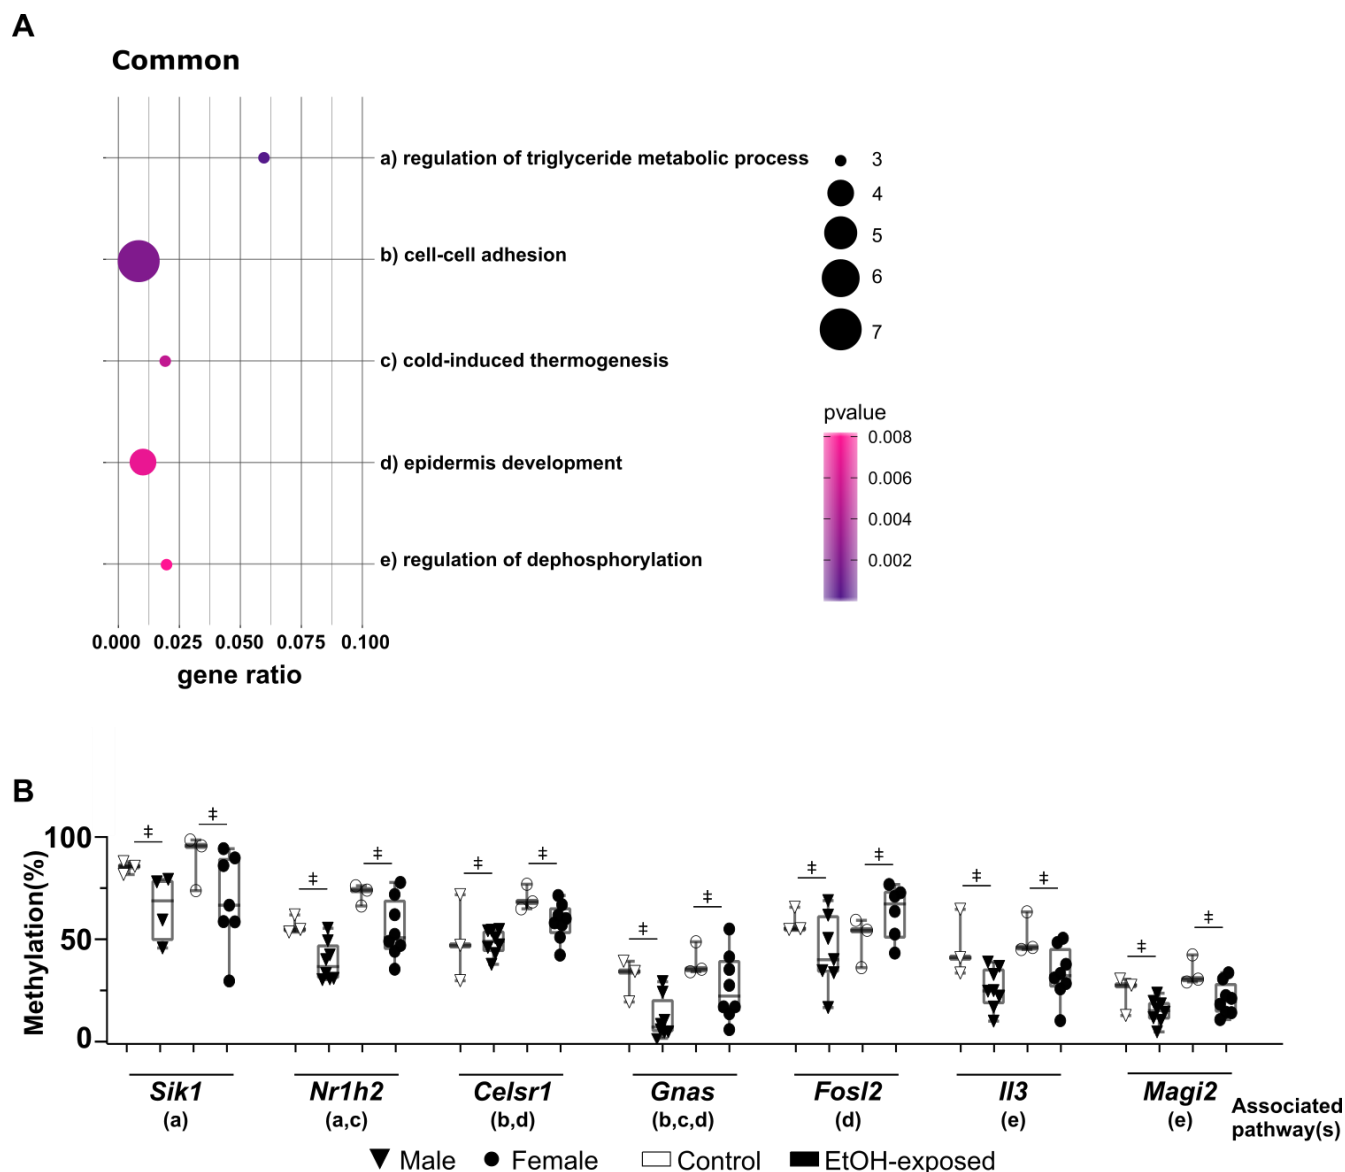

**Figure S7. Functional enrichment analysis of common DMRs.** **A)** Functional enrichment analysis showing the top enriched pathways for common DMRs (n=60 unique gene DMRs), based on Metascape analysis for pathways and p-value. The size of the dot represents the number of DMR-associated genes in pathways, and gene ratio represents the number of DMR-associated genes with regards to the number of genes in a pathway. **B)** Examples of CpG methylation levels of individual samples for sex-specific DMR-associated genes related to the top enriched pathways in A). Letters under gene name relate to the pathways in A). † represents significant differences in CpG methylation levels of DMRs (e.g.,  $\pm > 10\%$  methylation difference,  $q < 0.01$ ) between control and EtOH-exposed embryos (see methods section for details).

**A**

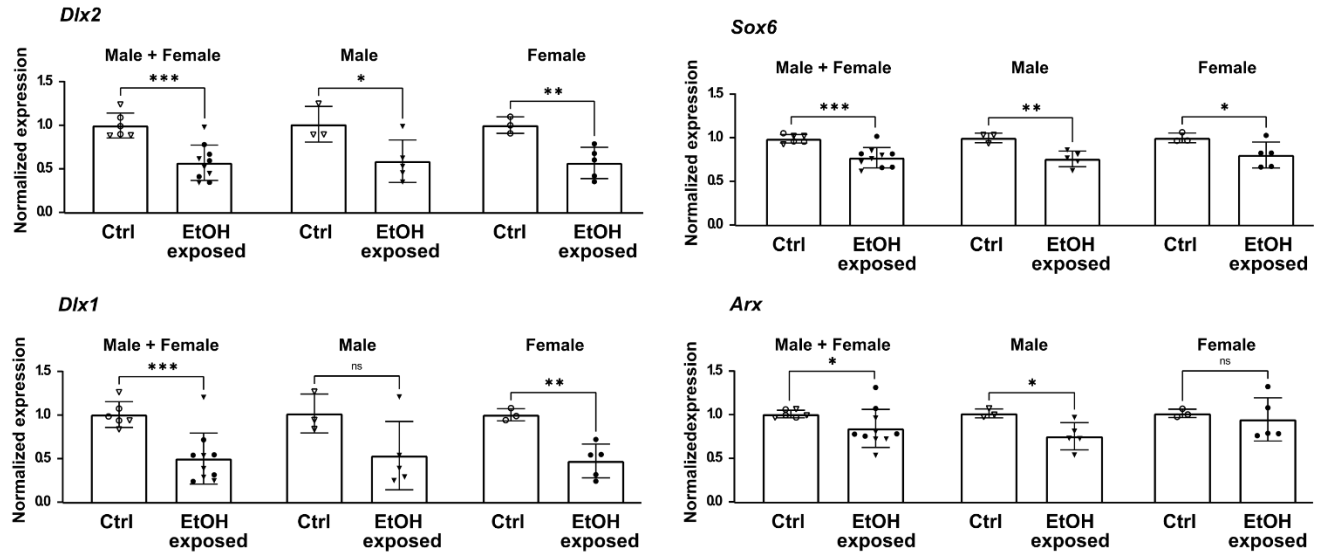

**B**

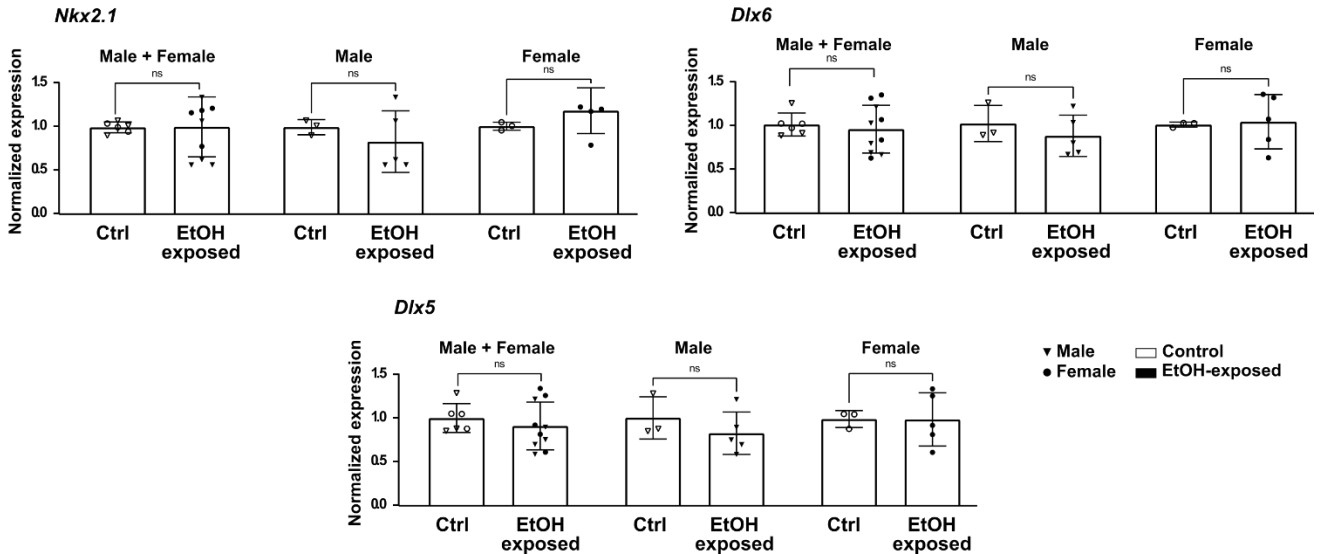

**Figure S8. Relative gene expression in forebrains following early embryonic ethanol exposure.** Selected genes associated, directly or indirectly, to the *Dlx* family of homeodomain transcription factors, which is at the core of the gene regulatory network that controls general aspects in the development of GABAergic interneurons (50,51). Quantitative Real Time PCR (qPCR) analyses of E10.5 control and EtOH-exposed forebrains showing : A) altered expression for genes associated to DMRs (*Dlx2*, *Sox6*, *Arx*) and normal DNA methylation profiles (*Dlx1*), and B) normal gene expression and normal DNA methylation profiles (*Nkx2.1*, *Dlx6*, *Dlx5*). Samples used for quantification: male Ctrl n= 3 and EtOH-exposed n=5; female Ctrl n= 3 and EtOH-exposed n=5. Gene expression was normalized using control genes *Hprt1* and *Pgk1*. Bars represent mean  $\pm$  SD. \*  $p \leq 0.05$ , \*\*  $p \leq 0.01$ , \*\*\* $p \leq 0.001$ , ns: non significative.

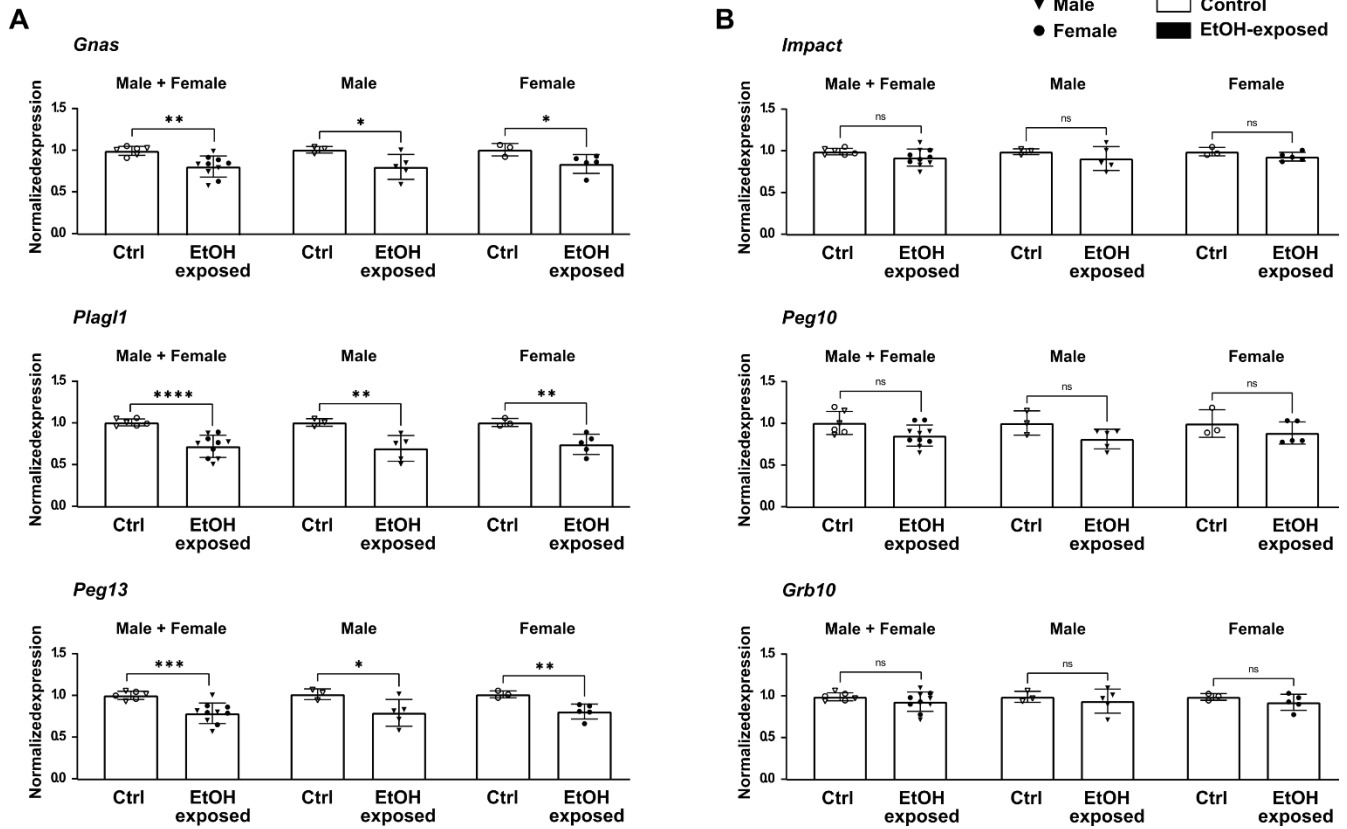

**Figure S9. Relative expression of imprinting genes in forebrains following early embryonic ethanol exposure.** Selection of imprinted genes that presented DNA methylation differences (i.e., DMRs) in their ICRs in both males and females E10.5 EtOH-exposed forebrains. Quantitative Real Time PCR (qPCR) analyses of E10.5 control and EtOH-exposed forebrains showing : A) altered expression, and B) no alteration in gene expression. Samples used for quantification: male Ctrl n= 3 and EtOH-exposed n=5; female Ctrl n= 3 and EtOH-exposed n=5. Gene expression was normalized using control genes *Hprt1* and *Pgk1*. Bars represent mean  $\pm$  SD. \*  $p \leq 0.05$ , \*\*  $p \leq 0.01$ , \*\*\*  $p \leq 0.001$ , \*\*\*\*  $p \leq 0.0001$ , ns: non significative.

**Table S1. Sequencing information for RRBS data.**

| <b>Sample</b> | <b>#Raw reads</b> | <b>Alignment %</b> | <b>#CpGs at 10X</b> |
|---------------|-------------------|--------------------|---------------------|
| Ctl-1         | 21 997 747        | 75                 | 974 474             |
| Ctl-2         | 20 433 987        | 78                 | 1 500 815           |
| Ctl-3         | 26 320 922        | 75                 | 719 769             |
| Ctl-4         | 23 030 420        | 79                 | 1 066 382           |
| Ctl-5         | 24 468 312        | 79                 | 965 737             |
| Ctl-6         | 27 783 216        | 79                 | 1 058 976           |
| EtOH-1        | 19 896 764        | 84                 | 766 792             |
| EtOH-2        | 30 101 522        | 81                 | 1 066 501           |
| EtOH-3        | 24 052 738        | 80                 | 932 801             |
| EtOH-4        | 26 671 945        | 84                 | 859 007             |
| EtOH-5        | 24 362 110        | 80                 | 1 019 589           |
| EtOH-6        | 28 346 140        | 80                 | 1 061 420           |
| EtOH-7        | 21 250 969        | 81                 | 724 247             |
| EtOH-8        | 39 781 961        | 87                 | 1 390 455           |
| EtOH-9        | 41 482 260        | 83                 | 1 624 216           |
| EtOH-10       | 22 864 202        | 81                 | 853 155             |
| EtOH-11       | 39 019 936        | 81                 | 1 480 644           |
| EtOH-12       | 24 787 442        | 81                 | 875 794             |
| EtOH-13       | 20 102 140        | 85                 | 1 017 251           |
| EtOH-14       | 25 365 210        | 81                 | 936 405             |
| EtOH-15       | 26 574 342        | 77                 | 1 635 345           |
| EtOH-16       | 23 808 905        | 83                 | 842 291             |

**Table S2. Primer sequences**

| <b>Gene</b>   | <b>Forward</b>         | <b>Reverse</b>               |
|---------------|------------------------|------------------------------|
| <i>Arx</i>    | GCTCTCCTCCTACTGCATCG   | CTCCCAGAAGCCTCATTTTG         |
| <i>Dlx1</i>   | TGTCTCCTTCTCCCATGTCC   | TGCTGACCGAGTTGACGTAG         |
| <i>Dlx2</i>   | TGGGCTCCTACCAGTACCAC   | TTGTTGACCGGAGACGAACT         |
| <i>Dlx5</i>   | TCTCAGGAATCGCCAACCTT   | GAGCGCTTTGCCATAAGAAG         |
| <i>Dlx6</i>   | GGAGGCAACTCCTACAACCA   | GACTGGAGGTAAGGGCTGTG         |
| <i>Gnas</i>   | CATTCTGAGCGTGATGAACG   | ATCCTCCCACAGAGCCTTG          |
| <i>Grb10</i>  | GCTTCTCCATCTGTGAAGTGG  | AAGACCACTGCGAGATTTTCA        |
| <i>Hprt1</i>  | CTGGTGAAAAGGACCTCTCGAA | CTGAAGTACTCATTATAGTCAAGGGCAT |
| <i>Impact</i> | ACTTCATGGATGACCCCAAAT  | TGATAAGAAGGCGGTGCTGTA        |
| <i>Nkx2.1</i> | AAAGCACACGACTCCGTTCT   | CTCCATGCCCACTTTCTTGT         |
| <i>Peg10</i>  | GGACCCCTCATCCTTCGT     | GTTGGCGTCTTTTGTTCTT          |
| <i>Peg13</i>  | TAAAGTGCCCTGATCCGAAC   | ATTTCAAACCTGCCAACCTG         |
| <i>Pgk1</i>   | CTGACTTTGGACAAGCTGGACG | GCAGCCTTGATCCTTTGGTTG        |
| <i>Plagl1</i> | AATGTGGCAAGTCCTTCGTCAC | TGGTTCTTCAGGTGGTCCTTCC       |
| <i>Sox6</i>   | CAGCCCATGATGAACAGAAA   | AGTTGCTGCTGTTGTCTTGC         |

How the deposited data were processed for this re-analysis (not part of the article)

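The values came from rRRBS libraries of 22 forebrains collected at E10.5, 6 from control embryos and 16 from embryos exposed to ethanol at E2.5, with 1 embryo and 1 library per sample. The paper's methods state that reads were trimmed with Trim Galore 0.3.3 and aligned to mm10 with BSMAP 2.90, and that tiles were analysed in R 3.5.0 with MethylKit 1.8.1. The counts are the numbers of reads that the authors' pipeline found to cover each cytosine of a CpG, by strand and with no normalization or minimum, as read from the values and the methods. The percent values are the shares of these reads with a methylated or an unmethylated cytosine, which the authors rounded to 1 decimal, as read from the values. All 5079211 positions with a value were checked against the GRCm38 reference and lay at a CpG. Methylated reads were taken as coverage multiplied by percent, rounded to whole reads.

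In each sample, CpGs were kept on each strand with at least 10 reads, and the kept strands were then added up. Tiles of 100 bp with at least 2 such CpGs per sample and at least 5 samples per condition were analysed on chromosomes 1 to 19. The control samples had 68126469 to 132488556 calls and the EtOH-exposed samples 89179413 to 216223892, and the median number of reads per tile was 156 to 540 and 261 to 747. For a tile at 50% methylation with 156 reads, counting alone gives a 95% Wilson interval of 42.2 to 57.8%. Such intervals cover counting error only, since copies made by PCR were not told apart from separate molecules. They also treat the calls of 1 read at several CpGs of a tile as independent, so they may be too narrow. Control and EtOH-exposed samples were compared as labelled, with no covariate. Each tile was tested with a likelihood-ratio test in a logistic model, p values were adjusted by the Benjamini–Hochberg procedure, and DMRs had q under 0.01 and a coverage-weighted difference of at least 10 percentage points. Values with 1 number per embryo were compared with exact two-sided permutation tests over 74613 splits, which treat embryos as independent although some shared a litter. Intervals of shares were 95% Wilson intervals. Correlations used 100000 permutations.

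Tiles were annotated with the RefSeq genes of GRCm38, with promoters from 1000 bp upstream to 100 bp downstream of a transcription start site. The genes to be named were fixed beforehand as every gene that the paper names for all samples or for DMRs common to the sexes, Sox6, and the imprinted genes, with tiles from 5 kb upstream to 1 kb past the gene and the called tile with the largest difference, or else the tile with the smallest p. The 5 decreased and 5 increased DMRs with the largest differences were named as well. Imprinted tiles lay within 5 kb of a transcription start site of 17 imprinted loci and had 30 to 70% methylation in controls. The loci H13, Gnas, Kcnq1 and Igf2r included Mcts2, Nespas, Kcnq1ot1 and Airn, both for start sites and for the tiles of the gene. Clustering used complete linkage on the top 1% of tiles by SD, divided into 3 subgroups. Computations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1.

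The alternatives tried were overdispersion estimated for each tile with an F test, limma on log2 ratios with 0.5 added, unweighted group means, counts scaled to at most 50 reads, a difference of 20 percentage points, 5 or 20 reads per CpG, 10 reads per tile and sample, at least 3 CpGs per tile, strands counted as separate sites, the deepest CpGs of each sample left out, 3 samples per condition or all 22, other definitions of imprinted tiles, subtraction of the counting variance, a z-test over tiles, other clusterings, a replicate block, and leaving out each sample. Added after the values had been seen were the removal of CpGs of CCGG sites, a covariate for the coverage of methylated fragments, the samples of the block without the block, a comparison within the library group that forms when a ratio of 1.3 in the level at unmethylated tiles, or a ratio between 1.2 and 1.3, opens a new group, and the assignment of DMRs to the gene with the nearest transcription start site.

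The tests were also run on simulated data. Of 20000 tiles, 200 were changed by 20 percentage points. Without spread between embryos, the logistic test recovered 100% of the changed tiles and called 0 unchanged ones, the overdispersion test 98.5% and 0, and limma 97.5% and 0. With a spread between embryos estimated for each tile from the data, the logistic test recovered 98.0% and called 133 unchanged tiles, the overdispersion test recovered 56.0% and called 0, and limma recovered 46.0% and called 0. With changes of 13 percentage points, a size chosen after the values had been seen, these shares were 70.5%, 11.0% and 4.5%, with 124, 0 and 0 unchanged tiles called. The simulated spread was equal in both conditions and drawn separately for each tile. In the data it was larger in EtOH-exposed samples, so these shares need not hold for the data. Comparisons between the sexes and gene ontology enrichment were not analysed here, the former because the sample labels give no sex.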

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

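All tests in this part were chosen after the result was seen. Among 62 groups of control samples that were examined for a sample far from the others, 8 held one, and chance flags about 1 in 20 groups, or 3.1 of 62. The EtOH-exposed samples were too many for this comparison.

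At 7 tiles, a control sample lay far from the other controls. The Nkx6-2 tile was at 2.0% in control sample 2 (512 reads, 95% interval 1.1 to 3.6%) and at 0.3 to 0.9% in the others. The Hcn4 tile was at 62.7% in control sample 4 (276 reads, 56.8 to 68.2%) and at 52.3 to 54.2% in the others. The Plagl1 tile was at 21.4% in control sample 6 (56 reads, 12.7 to 33.8%) and at 47.2 to 56.1% in the others, which had 522 to 2752 reads. The Peg10 tile was at 44.3% in the same control sample (610 reads, 40.4 to 48.2%) and at 57.5 to 62.6% in the others. The Inpp5f tile was at 76.6% in control sample 1 (64 reads, 64.9 to 85.3%) and at 36.7 to 45.5% in the others, which had 292 to 467 reads. The tile with the largest decrease was at 39.4% in control sample 5 (71 reads, 28.9 to 51.1%) and at 75.0 to 86.4% in the others. At 2 of these 6 tiles, Nkx6-2 and Hcn4, the interval overlapped that of other controls, 4 of 5 and 5 of 5 of them, so counting error and differences between embryos cannot be told apart there. At the remaining 4 tiles it overlapped none. The counts of that sample differed there from those of the other controls (two-sided Fisher test, largest p = 5.4e-06, with 343 control values examined). However, the intervals and this test treat the calls of 1 read at several CpGs as independent, so counting error cannot be excluded there either. A small number of template molecules before PCR would widen the intervals and was not tested.

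The Sox6 tile was at 4.5% in control sample 1 and at 0.2 to 1.3% in the other controls. With only 22 reads against 464 to 603, its interval reached down to 0.8% and overlapped those of all 4 other controls, so counting error stays open and cannot be told apart from a difference between embryos. Finally, the ratio of internal to end coverage of MspI fragments was 1.005 in control sample 2 and 1.0 in the other controls to the digits computed, a gap too small to bear on the other results. The control samples shared condition and age, so no biological explanation was tested for any of these values.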

How the results depend on the processing

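The alternatives without the CpGs of CCGG sites, with the coverage coefficient of methylated fragments as a covariate, with control samples 1 to 6 and EtOH-exposed samples 1 to 6 without a block, and within a library group, and the simulated change of 13 percentage points, were tests chosen after the result was seen. All other choices of this part were made before the data were examined.

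The logistic test called 1318 DMRs, 1260 decreased and 58 increased, and 40 imprinted tiles. With overdispersion and an F test, these numbers were 0, 0, 0 and 0, with 6631 tiles and 23 imprinted tiles at an unadjusted p under 0.05. With limma they were 0, 0, 0 and 0, with 5111 and 21. Both tests estimate the spread between embryos, and in simulated data with such spread they called 112 and 92 of 200 tiles changed by 20 percentage points and 22 and 9 of 200 changed by 13, with the same numbers of samples. The simulated spread was equal in both conditions, unlike that of the data, so these numbers need not hold for the data. In the data, the logistic test called 102 DMRs of at least 20 percentage points, and the smallest q was 0.0426 with the F test and 0.994 with limma. With each of these tests, none of the 36 named tiles called by the logistic test was called.

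Other alternatives changed the counts without changing the test, and for those whose construction does not give the cause, the cause was not tested. A difference of 20 percentage points, stricter by construction, gave 102 DMRs (100 decreased, 2 increased). With 20 reads per CpG, 557 were called (528 and 29, among them 25 imprinted tiles), with 5 reads per CpG 2405 (2270 and 135), and with 10 reads per tile and sample 3436 (3215 and 221). With 3 samples per condition, where more tiles were tested, the number was 4848 (4582 and 266, 63 imprinted), and with all 22 samples, where fewer were, it was 223 (219 and 4, 13 imprinted). At least 3 CpGs per tile gave 525 (497 and 28). Unweighted group means gave 1934 decreased DMRs, and counts scaled to at most 50 reads gave 24 increased DMRs. Without the CpGs of CCGG sites, 508 were called (490 and 18, 33 imprinted). This fall was given largely by construction, since 694 of the 1318 DMRs could no longer be tested. Of the other 624, 478 were still called. With the coverage coefficient as a covariate, 334 were called (97 and 237, 9 imprinted), which was the only alternative that called more increased than decreased DMRs. Decreased DMRs outnumbered increased DMRs in every other alternative that called any. Within the library group of 4 control and 6 EtOH-exposed samples that forms with a ratio between 1.2 and 1.3, 831 were called (749 and 82, 17 imprinted), and within the group of 6 and 7 samples at 1.3 it was 1015 (868 and 147, 15 imprinted). Counting strands as separate sites and leaving out the deepest CpGs of each sample gave 1353 and 1324.

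Control and EtOH-exposed samples share the numbers 1 to 6. Over 2614 tiles, samples with the same number correlated at −0.10 to 0.24, with a median of −0.04 against −0.01 for other pairs and 1 of 6 above 0.1, so the numbers do not pair the samples. A block by these numbers gave 2905 DMRs (2867 and 38), and the same samples without it gave 2958 (2902 decreased).

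The share of tiles at 90 to 100% was lower in EtOH-exposed samples in all alternatives except the covariate, which reversed it to 0.86 percentage points (two-sided permutation test, p = 0.347). It ran from −5.21 to −1.43 in the alternatives on CpGs, tiles and tests, and was −0.23 (exact permutation p = 0.805) and −0.62 (p = 0.643) within the library groups of 10 and 13 samples. It passed 0.05 with 3 samples per condition (−5.21, exact two-sided permutation test, p = 0.0441) and, by construction, with the z-test that treats tiles as replicates (−2.17, two-sided, p = 6.36e-33). The mean tile level no longer passed 0.05 with 20 reads per CpG (−0.42, exact permutation p = 0.11), with at least 3 CpGs per tile (−0.39, p = 0.138), without the CpGs of CCGG sites (−0.35, p = 0.143), with the covariate (−0.21, p = 0.419) and within the library group at 1.3 (−0.19, p = 0.329), and it reversed to 0.08 within the smaller library group (p = 0.733), while the other alternatives gave −0.90 to −0.63. The imprinted difference kept its direction in 12 alternatives, from −11.6 to −7.81 in 11 of them and −0.2 (p = 0.962) within the library group at 1.3. It reversed to 2.46 with the covariate (p = 0.347) and to 1.2 within the smaller library group (p = 0.819). The ratio of SDs over the DMRs was 2.19 with 3 samples per condition, 1.45 and 1.35 within the library groups of 10 and 13 samples, and 1.68 to 1.92 in the others. Over analysed tiles of intermediate methylation in controls, it was 1.3 with all 22 samples and 1.26 and 1.12 within the library groups. In the others it was 1.39 to 1.56. The cause was not tested.

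The increase that ranked next to the largest became −7.6 with unweighted means and −7.6 with counts scaled to at most 50 reads, since both reduce the weight of deep libraries. Of the 36 named tiles called by the logistic test, a further 6 and 9 were no longer called under these alternatives. The share of DMRs with a change of 10 to 15 percentage points moved in 7 of 11 alternatives and the share of decreased DMRs at 40% or more in controls in 6 of 11. The shares in introns and intergenic regions moved in 2 of 11 each, in exons in 4 and in promoters in 3.

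Leaving out each sample in turn gave 302 to 1832 DMRs, 283 to 1772 decreased and 8 to 67 increased. Without control samples 1, 3, 4, 5 and 6 the numbers were 336, 370, 302, 342 and 558 (328, 356, 283, 322 and 500 decreased), and the imprinted tiles called were 16, 20, 18, 17 and 24. Increased DMRs numbered 8, 15, 14, 19 and 20 without control samples 1 to 5. Here all 5 remaining controls are required, so fewer tiles are tested, 46071 to 81748. Over all samples left out, imprinted tiles called ranged from 16 to 46 and the share at 90 to 100% from −4.41 to −3.0. The latter passed 0.05 without control sample 6 (−4.30, exact permutation p = 0.0378), without EtOH-exposed sample 10 (−4.36, p = 0.0487) and without EtOH-exposed sample 12 (−4.35, p = 0.0475). The mean tile level ranged from −0.70 to −0.54 and failed 0.05 without control sample 1 (−0.56, p = 0.0789) and without control sample 2 (−0.61, p = 0.0868). The imprinted difference ranged from −12.01 to −9.04 and passed 0.05 without control sample 6 (p = 0.0487) and EtOH-exposed sample 13 (−11.63, p = 0.0474). The ratio of SDs ranged from 1.57 to 2.00 over DMRs and from 1.27 to 1.54 over analysed tiles of intermediate methylation in controls.

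Depth limited which tiles were analysed. At 20 reads per CpG 76308 tiles were analysed, at 10 reads 114689 and at 5 reads 146936.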

Differences from the paper's values

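The assignment of DMRs to the gene with the nearest transcription start site, the covariate, the comparison within a library group and the match of CpG numbers in rank order were tests chosen after the result was seen, and the other alternatives named here were set before the data were examined.

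The subgroups of the clustering differed in size. The subgroup with most controls had 15 samples, against the paper's 9, and the other subgroups had 4 and 3, against the paper's 7 and 6. With average linkage, the subgroups had 14, 4 and 4 samples, and only the smallest was then within range of the paper's 6. With the top 5% of tiles, they had 15, 4 and 3 and all still differed.

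In Table S1, the number of CpGs covered by at least 10 reads differed by more than 1.5 times for 7 samples when compared under the same number. These were control sample 2 with 719333 (the paper's 1500815), and EtOH-exposed samples 4 with 1389647 (the paper's 859007), 5 with 1623214 (the paper's 1019589), 8 with 841797 (the paper's 1390455), 9 with 766359 (the paper's 1624216), 15 with 935834 (the paper's 1635345) and 16 with 1634293 (the paper's 842291). No alternative was set for this measure before the data were examined. In rank order within each condition, the numbers matched to within 0.0685% for controls and 0.0684% for EtOH-exposed samples, while only 1 of 6 and 0 of 16 samples lay within 1% under their own number.

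The analysed tiles contained 535177 CpGs with at least 10 reads on a strand in at least 5 samples per condition. This was fewer than the paper's number for its tiles, while the number of tiles was close to the paper's. The numbers that matched Table S1 in rank order had both strands added up before the limit of 10 reads. That order was not tried for the tiles. With 3 samples per condition, 894500 CpGs were counted, more than the paper's number.

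For the change in tiles at 90 to 100%, the paper tested tiles and the test here used embryos. The paper reports a p value below its printed limit, and here the exact two-sided permutation test over embryos gave p = 0.0739, while the z-test over tiles gave p = 6.36e-33.

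Of the 10 genes that the paper names for enriched pathways of DMRs, 7 had a DMR here. Apoa1, Foxa1 and Nkx6-2 had none within 5 kb upstream to 1 kb past the gene (Apoa1 had no analysed tile there). This held under every alternative counted by gene, and leaving out each sample was not counted by gene. When each DMR was assigned to the gene with the nearest transcription start site, a rule chosen after the values were seen, Apoa1 had 1 DMR at 20680 bp (−21.8 percentage points), Foxa1 had 2 (−10.9 and −11.7) and Nkx6-2 had 2 (−25 and −22.6).

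The paper also names DMRs at Vwc2 and Dlx2 in both sexes and at Sox6 in males. In all samples together, Vwc2 had 0 of 9 tiles called by the logistic test, Dlx2 0 of 19 and Sox6 0 of 15. By the nearest transcription start site, Vwc2 had 1 DMR (−30.3) at 173934 bp, while Dlx2 and Sox6 had 0. Sox6 had 1 DMR with 3 samples per condition, and Dlx2 had 0 in every alternative counted by gene. The paper names Igf2r among loci with altered tiles in males and females. Here no tile within 5 kb upstream to 1 kb past Igf2r was called by the logistic test, and 1 was called with unweighted means, 1 with counts scaled to at most 50 reads, 3 each with 5 reads per CpG, with 10 reads per tile and sample and with 3 samples per condition, and 2 in the comparison limited to samples 1 to 6. With alternatives chosen after the values were seen, 2 were called with the covariate and 3 within each of the library groups of 10 and 13 samples.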

Other observations

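The tests of the imprinted tiles against random sets were written before their results were seen, and the other tests in this part were chosen after the result was seen, namely the splits of the samples, the coverage and end tests, the covariate, the tests of conversion, library groups, scaled counts and overdispersion, the comparison within a library group, and the comparison of pairs of samples.

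Random splits of the 22 samples into 6 and 16 gave as many DMRs in 15 of 100 splits, as many decreased DMRs in 6 of 100 and as many increased DMRs in 79 of 100, the real split included, so chance cannot be excluded for these counts. The ratio of SDs and the number of imprinted tiles called were seldom as large in other splits, which argues against chance alone if the embryos are independent. As large a ratio came in 1 of 100 splits over DMRs and 2 of 100 over analysed tiles of intermediate methylation in controls. As many imprinted tiles were called in 1 of 100 (adjusted over the 6 measures 0.03, 0.04 and 0.03, in this order). With the real split included, 1 of 100 is the smallest share possible. The called tiles rest on the logistic test, and the mean imprinted level compared by embryo gave p = 0.0838 (exact two-sided permutation test). The paper gives 3 litters for the control and 6 for the EtOH-exposed embryos, and the labels do not say which samples share one, so chance differences between litters stay open. When the 6 EtOH-exposed samples of a library group (7, 10, 11, 13, 15 and 16) were set against the other 16 samples, 1352 DMRs were called, 1061 of them lower in the other samples, and 39 imprinted tiles, which is as many DMRs as between control and EtOH-exposed samples and nearly as many imprinted tiles (40). With EtOH-exposed samples 1, 2, 3, 9, 12 and 14 set against the others, 825 were called, with 9 imprinted tiles. Within the group of 6 control and 7 EtOH-exposed samples that forms when a ratio of 1.3 opens a new group, 1015 DMRs were called (868 decreased), and 15 of 61 imprinted tiles.

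Methylation was lower in only part of the EtOH-exposed samples, most in 4, 5, 6 and 14. A candidate explanation is that fewer reads came from methylated MspI fragments in those libraries. Over the 16 EtOH-exposed samples, the coverage coefficient correlated with the mean level of the 2614 intermediate tiles at r = 0.97 (Spearman 0.91; permutation p = 1e-05, two-sided, the smallest 100000 permutations can give, adjusted over 6 tests 1e-05), and at 0.96 without samples 5 and 6. Among the 12 EtOH-exposed samples with a coefficient above −1.5, r was 0.92 (permutation p = 0.0001). Among the controls it was 0.42 (permutation p = 0.43), and within the library groups of EtOH-exposed samples 0.96 (permutation p = 0.0014) and 0.75 (permutation p = 0.081). The correlation with total calls was −0.79 (permutation p = 0.0004), and that with the level at unmethylated tiles was −0.62 (permutation p = 0.011), falling to −0.34 (permutation p = 0.24) without samples 4 and 5.

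In the same fragments, the end CpG lies in the CCGG site and the next internal CpG is on the same read. The difference between end and internal CpG was 1.05 ± 1.37 (SD, n = 6) in control and −3.76 ± 3.81 (SD, n = 16) in EtOH-exposed samples, a change of −4.81 percentage points (exact two-sided permutation test, p = 0.00704). A change in the embryo read alike at every CpG of a molecule does not produce this difference, so it cannot be the whole of it. The end CpG changed by −7.79 (exact permutation p = 0.0256) and the internal CpG by −2.97 (exact permutation p = 0.12), so a change in the embryo may remain in the internal CpG. Reads with a filled-in cytosine come from the neighbouring fragment and cover the end CpG without the internal one, so they would be surplus reads at the end. At pairs without such a surplus, the change was −4.9 percentage points (exact permutation p = 0.00708), which argues against filled-in cytosines as its cause. Which step of digestion, conversion or PCR could have lowered the coverage was not tested.

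Incomplete conversion raises the level at unmethylated tiles. Among EtOH-exposed samples that shared this level at 0.26 to 0.313%, the mean of intermediate tiles still spanned 11.8 percentage points, which argues against conversion as the whole cause. Library group and exposure cannot be told apart in the other groups, since only 1 group held both conditions when a ratio of 1.2 opened a new group. Within the larger group formed at 1.3, the share at 90 to 100% differed by −0.62 percentage points (exact two-sided permutation test, p = 0.643), the mean tile level by −0.19 (p = 0.329) and the imprinted tiles by −0.2 (p = 0.962). This group leaves out EtOH-exposed samples 4, 5, 6 and 14, so smaller differences would follow from their absence whatever the cause of their low methylation. The coefficient itself was lower in EtOH-exposed samples, so an effect of the exposure on the DNA of the embryos that changes its coverage stays open. With the coefficient as a covariate, the differences between conditions were 0.86 percentage points (permutation p = 0.347) for the share at 90 to 100%, −0.21 (permutation p = 0.419) for the mean tile level and 2.46 (permutation p = 0.347) for the imprinted tiles. The number of decreased DMRs was 97 in place of 1260, a fall that the candidate explanation predicts but that removing a difference linked to the exposure would produce as well.

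With counts scaled to at most 50 reads, 1079 DMRs were called, of which 591 were shared with the 1318, and tiles with q under 0.01 fell from 24881 to 1148. Scaling also removes the weight of deep libraries, for which the unweighted difference alone gave 1976, so how far reads counted as independent in very deep libraries account for the number of DMRs stays open. The lack of a term for spread between embryos may account for it, since overdispersion with an F test gave 0 DMRs (6631 tiles at an unadjusted p under 0.05; limma 0, with 5111). In simulated data with such spread, though equal in both conditions, and the same numbers of samples, the F test called 22 of 200 tiles changed by 13 percentage points and 112 of 200 changed by 20.

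The imprinted tiles fell by 10.4 percentage points. Of 10000 random sets of other tiles with the same control methylation, 0 fell as far (median −5.4, lowest −9.5; p = 1e-04, the smallest these sets can give), and of 10000 sets also matched on the number of CpGs, 0 did (median −5.8, lowest −9.6; p = 1e-04, again the smallest), though the fewest candidates for a tile were 4. The 26 imprinted tiles lay at only 9 loci, 9 of them at Gnas, and the random sets were matched tile by tile. Neighbouring tiles are not independent, so these p values may be too small. By locus, the differences ran from −24.4 at Nnat to −0.6 at Peg13. A loss particular to imprinted regions may still add to the general decrease. However, the imprinted difference was −0.2 within the library group of 6 control and 7 EtOH-exposed samples. The level at imprinted tiles also correlated with the coverage coefficient (r = 0.93, permutation p = 1e-05, the smallest possible), so lower coverage of methylated fragments may account for part of it. Imprinted regions hold molecules that are methylated throughout or not at all, and whether such molecules respond more to a loss of coverage was not tested.

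The lowest mean chi-square per tile among 231 pairs of samples was 3.06, with 1 expected for copies of a library if all calls were independent. A read gives 1 call for each CpG of a tile that it covers, which can raise the value for copies. This test therefore cannot exclude that 2 libraries were copies of one another. The lowest value was that of control sample 6 with EtOH-exposed sample 16, a pair across the conditions, and the next value for this control was 8.22. They were the samples with the fewest reads per tile (156 and 261), and a chi-square grows with depth. Whether depth accounts for the low value was not tested. Control sample 6 with control sample 1, which had 278 reads per tile, gave 26.6. With the counting variance of independent calls subtracted, control sample 6 and EtOH-exposed sample 16 differed by 7.8 percentage points (root mean square). The median over all pairs was 9.7 and the lowest 4.4, between EtOH-exposed samples 2 and 9.

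The paper names genes with DMRs common to both sexes, and the values over all samples were as follows. Tmem267 had 2 of 10 tiles called, the larger at chromosome 13 from 119488101 to 119488200 with 39.1% ± 10.5 (SD, n = 6) in control and 21.4% ± 18.3 (SD, n = 16) in EtOH-exposed samples (exact two-sided permutation test, p = 0.039, adjusted 0.061). Hcn4 had 1 of 14, at 54.7% ± 4.0 (SD, n = 6) and 30.6% ± 15.8 (SD, n = 16; exact permutation p = 0.0019, adjusted 0.01). Septin9 had 3 of 40, with the tile of the largest difference at 54.6% ± 6.8 (SD, n = 6) and 33.3% ± 14.1 (SD, n = 16; exact permutation p = 0.0024, adjusted 0.01). Gipc2 had 2 of 12, with that tile at 61.9% ± 8.2 (SD, n = 6) and 44.1% ± 14.8 (SD, n = 16; exact permutation p = 0.012, adjusted 0.026). These tiles were chosen for their difference in the same samples.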
